# The Effect of Exposure to Neighborhood Violence on Glucocorticoid Receptor Signaling in Lung Tumors

**DOI:** 10.1158/2767-9764.CRC-24-0032

**Published:** 2024-07-03

**Authors:** Hannah Heath, Jin Y. Yoo, Sabrina Akter, Atharva Jain, Vani Sharma, Hannah McGee, Aiman Soliman, Abeer M. Mahmoud, Alicia K. Matthews, Robert A. Winn, Zeynep Madak-Erdogan, Sage J. Kim

## Abstract

Despite lower rates and intensity of smoking, Black men experience a higher incidence of lung cancer compared to white men. The racial disparity in lung cancer is particularly pronounced in Chicago, a highly segregated urban city. Neighborhood conditions, particularly social stress, may play a role in lung tumorigenesis. Preliminary studies indicate that Black men residing in neighborhoods with higher rates of violent crime have significantly higher levels of hair cortisol, an indicator of stress response. To examine the relationship between social stress exposure and gene expression in lung tumors, we investigated glucocorticoid receptor (GR) binding in 15 lung tumor samples in relation to GR target gene expression levels and zip code level residential violent crime rates. Spatial transcriptomics and a version of ChIP sequencing known as CUT&RUN were used. Heatmap of genes, pathway analysis, and motif analysis were conducted at the statistical significance of *P* < 0.05. GR recruitment to chromatin was correlated with zip code level residential violent crime rate and overall GR binding increased with higher violent crime rates. Our findings suggest that exposure to residential violent crime may influence tumor biology via reprogramming GR recruitment. Prioritizing lung cancer screening in neighborhoods with increased social stress, such as high levels of violent crime, may reduce racial disparities in lung cancer.

**Significance:**

Exposure to neighborhood violent crime is correlated with glucocorticoid signaling and lung tumor gene expression changes associated with increased tumor aggressiveness, suggesting social conditions have downstream biophysical consequences that contribute to lung cancer disparities.

## Introduction

Lung cancer is the leading cause of cancer-related deaths worldwide and is responsible for nearly 25% of all cancer deaths in the US. (1). Despite significant advancements in diagnosis and treatment, racial disparities in lung cancer persist. Particularly, Black men experience higher incidence and mortality rates of lung cancer compared to White men, while Black patients with lung cancer who smoke less and begin smoking later in their lives compared to White patients (2–4). Consequently, Black smokers are less likely to meet the screening eligibility criteria that focus on smoking history and age. A cohort study including 48,364 adult smokers found that, among those diagnosed with lung cancer, only 32% of Black smokers were eligible for screening compared to 56% of White smokers (5). While the frequency and intensity of smoking are lower for Blacks than Whites, the lung cancer rate is higher for Blacks, which suggests that factors beyond smoking behavior may contribute to increased risk of lung cancer among Black patients.

Social contextual factors play a role in differential lung cancer risk. Chronic exposure to social stressors, including neighborhood crime and violence, could contribute to lung cancer disparities (6). One of the mechanisms linking social conditions and lung cancer disparity may be stress responses. Chronic stress exposure has been shown to be associated with biophysical changes leading to an elevated risk of cancer development and progression (7). Allostatic load, defined as the cumulative burden of chronic stress, is elevated in residents of disadvantaged neighborhoods (8) and is associated with a 43% higher all-cause mortality in metastatic lung cancer patients (9). Exposure to chronic stress disrupts the regulation of circadian glucocorticoid secretion and clearance from circulation, leading to persistently elevated levels of cortisol (10). The glucocorticoid receptor (GR), a member of the nuclear receptor superfamily of transcription factors, is activated in response to glucocorticoids. The GR plays a crucial role in various aspects of normal lung development and the immune system (11). Moreover, GR levels vary across different tumor types and GR can act as a tumor activator or repressor based on the cellular context (12). In the presence of a ligand, the GR translocates to the nucleus, binding to glucocorticoid response elements on DNA. This binding generates nucleation sites for other coregulators and transcriptional proteins. Subsequently, a comprehensive transcriptional program is activated, which either increases or decreases expression levels of GR-responsive genes.

Our preliminary data indicate that, in the city of Chicago, residing in areas with high violent crime, particularly homicides, was associated with an increased risk of developing lung cancer by 31%, even after controlling for individual-level risk factors such as smoking history, gender, and age (13). Given the prevailing racial residential segregation and the spatial patterns of concentrated violent crime in Chicago, elevated lung cancer risk is notably clustered in Black communities on the west and south sides of the city. In this study, we examine whether differential exposure to neighborhood violent crime between Black and White residents may account for racial disparities in gene expression patterns related to lung cancer (14). We explore the association between neighborhood violent crime rates and gene expression in lung tumors. We further examine the variations in GR activity in tumors by the violent crime rate. Our analysis aims to establish a mechanistic connection between exposure to neighborhood violence and racial disparities in lung cancer, suggesting that tumor GR serves as the primary sensor and mediator of the associated tumor biology.

## Materials and Methods

### Samples

This study protocol has been reviewed and approved by the University of Illinois Chicago (UIC) Institutional Review Board (IRB# 2023-0726). We utilized 15 fresh frozen lung tumor samples and corresponding healthy adjacent lung tissue samples for this analysis. All samples were from the UIC Biorepository. Samples were obtained from patients who received care at the University of Illinois Hospital and resided in Chicago at the time of diagnosis and tissue collection. The samples were collected from lung cancer cases diagnosed between 2015 and 2021. Age, race, gender, residential zip code, and smoking status were retrieved from the electronic medical record by a designated honest broker.

Using patients’ residential zip codes, we appended violent crime rates (Table 1). Violent crime includes rape, robbery, aggravated assault, and homicide (15, 16). Violent crime rates and other zip code level measures were obtained from the Chicago Health Atlas and CrimeGrade.org (17). Using the zip code–level violent crime counts and the population size from the Chicago Health Atlas, the mean violent crime rates were calculated for the period of 2015 and 2021.

**Table 1:** Patient demographics

Characteristics	High-crime neighborhood (*n* = 5)	Medium-crime neighborhood (*n* = 4)	Low-crime neighborhood (*n* = 6)
Male (%)	3 (60)	2 (50)	4 (67)
Black (%)	4 (80)	2 (50)	4 (67)
Smoker (%)	5 (100)	3 (75)	4 (67)
Age, mean (SD)	64 (4.9)	69 (9.0)	57 (5.5)

The Kruskal–Wallis test was used to compare being male, Black, smoker, and mean age. Asymptotic significance was presented. The mean age of the sample was 62 years; and the cases from neighborhoods with low violent crime rates were younger, with a mean age of 57 years. There were no other differences in the distribution of gender, race, and smoking history.

### Spatial transcriptomics analysis

Visium (10× Genomics) spatial transcriptomics libraries were constructed at the Carl R. Woese Institution for Genomic Biology Core Facility and the DNA Services laboratory of the Roy J Carver Biotechnology Center (CBC) at the University of Illinois Urbana-Champaign (UIUC). A detailed description of the library preparation is mentioned in the Supplementary Material. Spatially barcoded reads were prepared following the 10× Genomics protocol for further analyses. Demultiplexed reads were mapped to the human genome using SpaceRanger 2.0.0. based on Ensembl Release 106 and visualized using Seurat (R package). All 15 samples were merged and normalized using SCTransform. Using PyGeoda v.0.0.8, univariate local Moran’s I was examined to identify contiguous barcodes with significant localization of gene expression (i.e., significant local spatial association of gene expression). We then tested the significance of spatial association using unadjusted *P*-values at the two significance levels of 0.05 and 0.01 (18). Genes in each sample with 5% or more of their barcodes classified as significant spatial association by the local Moran’s I test were identified as localized genes. Hotspot analysis, a tool commonly used in geospatial studies to identify spatial clusters, was used to identify regions with above average gene expression values, which indicates greater than expected by pure spatial randomness. Each barcode is assigned a hotspot label based on the hotspot analysis results. Four clusters were generated, namely clusters 1 (Highest expression within the sample), cluster 2 (High expression compared to neighboring barcodes), cluster 3 (Low expression compared to neighboring barcodes), and cluster 4 (Lowest expression within the sample), by assigning barcodes with a hotspot label to a corresponding cluster. Differential expression tests were performed for each gene between one cluster and the remaining three clusters using the Seurat FindMarkers function with default settings. The default Wilcoxon rank-sum test was used to calculate the statistical significance of genes with a log fold change >0.1.

### CUT&RUN assay

CUT&RUN was performed using 15 tumor samples, including one replicate for tumor 8, with the CUT&RUN Assay Kit (Cell Signaling, #86652) in accordance with the provided protocol. Briefly, 1 to 2 mg of tissue per pulldown was used. Tumor samples were homogenized, and cells were washed and bound to activated Concanavalin A magnetic beads. The cells were permeabilized with Digitonin buffer, and the bead-cell complex was incubated with GR antibody overnight at 4°C on a rotator. The bead-cell-antibody complex was washed using Digitonin buffer and incubated with pAG-MNase solution for 1 hour at 4°C. The bead-cell-antibody complex was then washed with Digitonin buffer, the pAG-MNase was activated with calcium chloride, and the complex was incubated for 30 minutes at 4°C. Stop buffer was used to stop the reaction, and DNA fragments were released via incubation at 37°C for 10 minutes. Input samples were homogenized, DNA was extracted using the DNA extraction buffer, the cells were sonicated, and lysate was clarified via centrifugation. For DNA purification and concentration, a DNA Clean and Concentrator Kit was used (Zymo Research, #D5205) to elute 12 μL. Antibodies used were: GR/NR3C1/Glucocorticoid Receptor, sc-393232, Santa Cruz (RRID:AB_2687823).

### CUT&RUN data analysis

CUT&RUN libraries were prepared by the High-Throughput Sequencing and Genotyping Unit in the CBC at UIUC. Paired-end FASTQ files were aligned to human reference (GRCh38) using Bowtie2 (v2.4.5), and BAM files were prepared using SAMtools (v1.17). Peak calling was performed using MACS2 (v2.2.5) for individual tumor sample reads with corresponding normal sample reads as the control. Narrow peak calling was performed for GR with a *P*-value cutoff and FDR of 0.001. Bed files were generated by filtering out binding regions found in the input, with the exception of tumor-specific and normal-specific bed files. Tumor-specific bed files were generated by filtering out binding regions also found in healthy tissue bed files. Normal-specific bed files were similarly generated by removing binding regions found in tumor bed files.

Output bam files were converted to bigwig format by Deeptools 3.5.2 (RRID:SCR_016366) bamCoverage. sBAM files were generated using samtools 1.15.1. (RRID:SCR_002105). Peaks were visualized using the UCSC Genome Browser (RRID:SCR_005780; ref. 19). Heatmaps and underlying values were generated using Deeptools 3.5.2 computeMatrix and plotHeatmaps (20). Gene annotation was performed using GREAT version 4.0.4 (21, 22), and binding site distribution was visualized using Bioconductor ChIPseeker 1.28.3 (RRID:SCR_006442; ref. 23). Motif analysis was performed using Homer v4.11 (24). Functional annotation of genes was performed in DAVID 2021 (RRID:SCR_001881) using Biocarta, Kegg, and Wikipathways (25, 26).

### Data availability

Raw data are available through the NIH GEO repository (GSE268048 and GSE268049).

## Results

### Gene expression programs and neighborhood violent crime rates in lung tumors

Based on our previous findings that showed a 31% increase in lung cancer risk among those residing in areas with high violent crime (13), we identified genes correlated with violent crime rates with Pearson’s correlation (*P* < 0.05) using normalized counts obtained from the R package Seurat. Average gene expressions per tumor sample were correlated with various neighborhood factors, including violent crime rate, overall crime rate, % poverty, and racial/ethnic composition (% Black, % White, and % Hispanic residents). Heatmap visualizations of the results from correlation analyses showed distinct differences in genes upregulated and downregulated in samples from patients living in neighborhoods with high violent crime rates (Fig. 1A) and high overall crime rates (Fig. 1B). Correlation coefficients and *P*-values for genes correlated with the violent crime rate can be found in Supplementary Table S1. A pathway analysis of genes that were upregulated in relation to exposure to violent crime demonstrated an increase in stress hormone associated pathways. These included glucocorticoid biosynthesis and corticotropin-releasing hormone (CRH) signaling, which were not observed in the pathway analysis of genes upregulated in relation to the overall crime rates (Fig. 1C). In contrast, pathway analysis of genes upregulated in correlation with the overall violence rate showed a noticeable increase in pathways associated with environmental toxicant exposure, such as benzene metabolism, aryl hydrocarbon receptor signaling, and oxidative stress response, which were not seen in violent crime pathway analysis (Fig. 1D). Of note, we did not detect any significant correlation between gene expression levels of biologically significant pathways from Fig. 1 and neighborhood racial/ethnic composition (Supplementary Fig. S1A–S1C), % poverty (Supplementary Fig. S1D), or air pollution level (Supplementary Fig. S1E).

**Figure 1:**
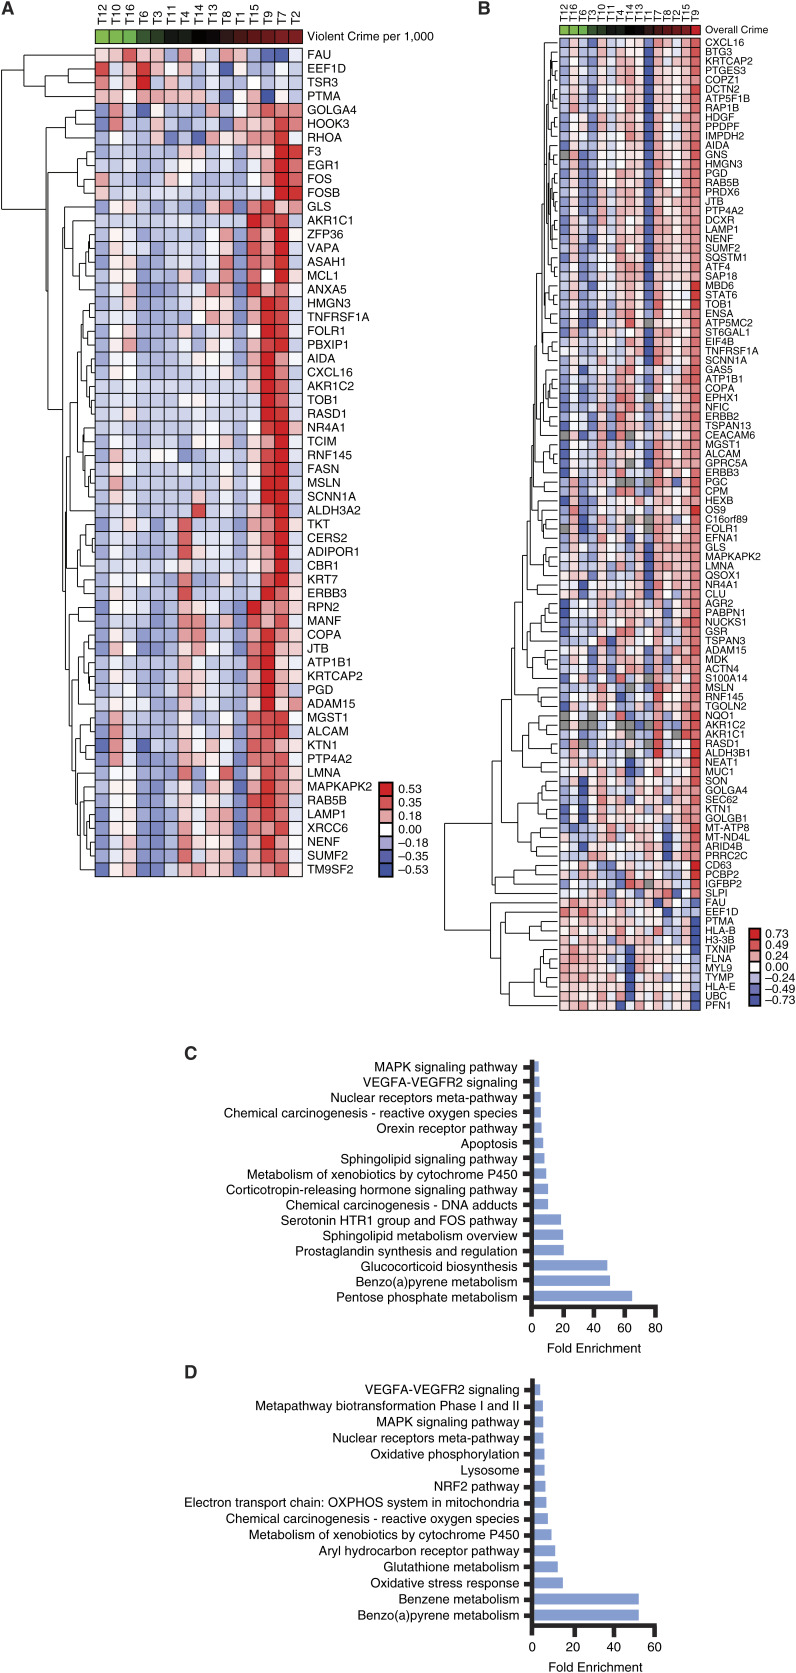
Gene expression programs and neighborhood violent crime rates in lung tumors. **A,** Heatmap of genes correlated with violent crime rates per 1,000 (*P* < 0.05). Average normalized gene expressions per tumor sample were extracted from spatial transcriptomics data and checked for correlation with violent crime per 1,000. Housekeeping genes were removed and data were log-transformed and hierarchically clustered prior to visualization. From (left to right), samples are ordered from lowest violent crime ranking to highest violent crime ranking. **B,** Heatmap of genes correlated with overall crime rates (*P* < 0.05). Average normalized gene expressions per sample were extracted from spatial transcriptomics data and checked for correlation with violent crime per 1,000. Housekeeping genes were removed and data was log-transformed and hierarchically clustered prior to visualization. From (left to right), samples are ordered from lowest violent crime ranking to highest violent crime ranking. **C,** Pathway analysis of genes upregulated with violent crime rates per 1,000 (*P* < 0.05). Upregulated genes were extracted from the violent crime heatmap, and functional annotation of genes was performed in DAVID using Biocarta, Kegg, and Wikipathways analysis. **D,** Pathway analysis of genes upregulated with overall crime (*P* < 0.05). Upregulated genes were extracted from the violent crime heatmap, and functional annotation of genes was performed in DAVID using Biocarta, Kegg, and Wikipathways analysis. Abbreviation. T, tumor.

### Spatial genomics uncovers hotspots of transcriptomic changes associated with glucocorticoid receptor signaling

Because we observed upregulation of glucocorticoid biosynthesis in the pathway analysis of genes, specifically those amplified in samples from high-violence neighborhoods (Fig. 1C), and considering the recognized role of GR in regulating gene expression under stress conditions, we hypothesized that genes associated with the neighborhood violent crime rate may exhibit unique GR-mediated gene regulation patterns associated with a more aggressive tumor phenotype. To validate this hypothesis, we further investigated genes from Fig. 1A that exhibited GR binding in our CUT&RUN data set that were also involved in stress response or tumor biology, as determined by their presence in pathways associated with cortisol signaling and tumorigenesis from Fig. 1C. 

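AKR1C1 and AKR1C2, which encode steroid-metabolizing aldo-keto reductases, NR4A1, an orphan nuclear receptor, and FOS and FOSB, subunits of the transcription factor AP-1, each had a GR CUT&RUN site within the regulatory domain in 1 to 4 of 13 lung tumors. AKR1C2 (hg38, chromosome 10, 4987775 to 5018031) had sites in 2 of 5 tumors from high-violence neighborhoods and in none of 4 mid- and 4 low-violence tumors, and the nearest lay 1.08 kb from its start in the class upstream. In 1 of these 2 tumors a site lay in sequence that occurs only at that position in the genome. AKR1C1 (chromosome 10, 4963253 to 4983283) had sites in 1 high-, 1 mid- and 2 low-violence tumors. Its regulatory domain (4787629 to 5017031) overlaps that of AKR1C2 (4964253 to 5030354). The same site can thus count for both genes, and their counts are not separate findings. FOS (chromosome 14, 75278826 to 75282230) had a site in 1 high-violence tumor, 53 bp upstream of its start, and in healthy tissue of 2 high-, 2 mid- and 3 low-violence patients. NR4A1 (chromosome 12, 52022832 to 52059507) had sites in 1 high- and 1 low-violence tumor, the nearest 5.22 kb from its start, and FOSB (chromosome 19, 45467995 to 45475179) in 1 low-violence tumor, 26.0 kb from its start within an intron. Over the 5 genes, the log2 ratio of observed to expected sites was 0.38 ± 1.02 (SD, n = 5) in high- and -0.15 ± 0.61 (SD, n = 4) in low-violence tumors, a difference that lay within the spread between tumors (two-sided exact permutation test, p = 0.373). The study picked these genes from its own tumors, so the list is not independent of them. A regulatory domain reached from 5 kb upstream to 1 kb downstream of the start and on to the next gene's domain within 1 Mb. For comparison, 46.1% of all 19962 protein-coding genes had a site of a high-violence tumor in this domain and 62.8% had a site of a low-violence tumor.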

We further narrowed our gene list of interest by selecting genes with elevated expression levels in samples from high-violence neighborhoods and low expression levels in samples from low-violence neighborhoods (Fig. 2A). Hotspot analysis identified spatial clusters of high violence and several of these genes of interest (Fig. 2B). These hotspots were observed in samples from high-violence neighborhoods and were diminished or absent in samples from low-violence neighborhoods.

**Figure 2:**
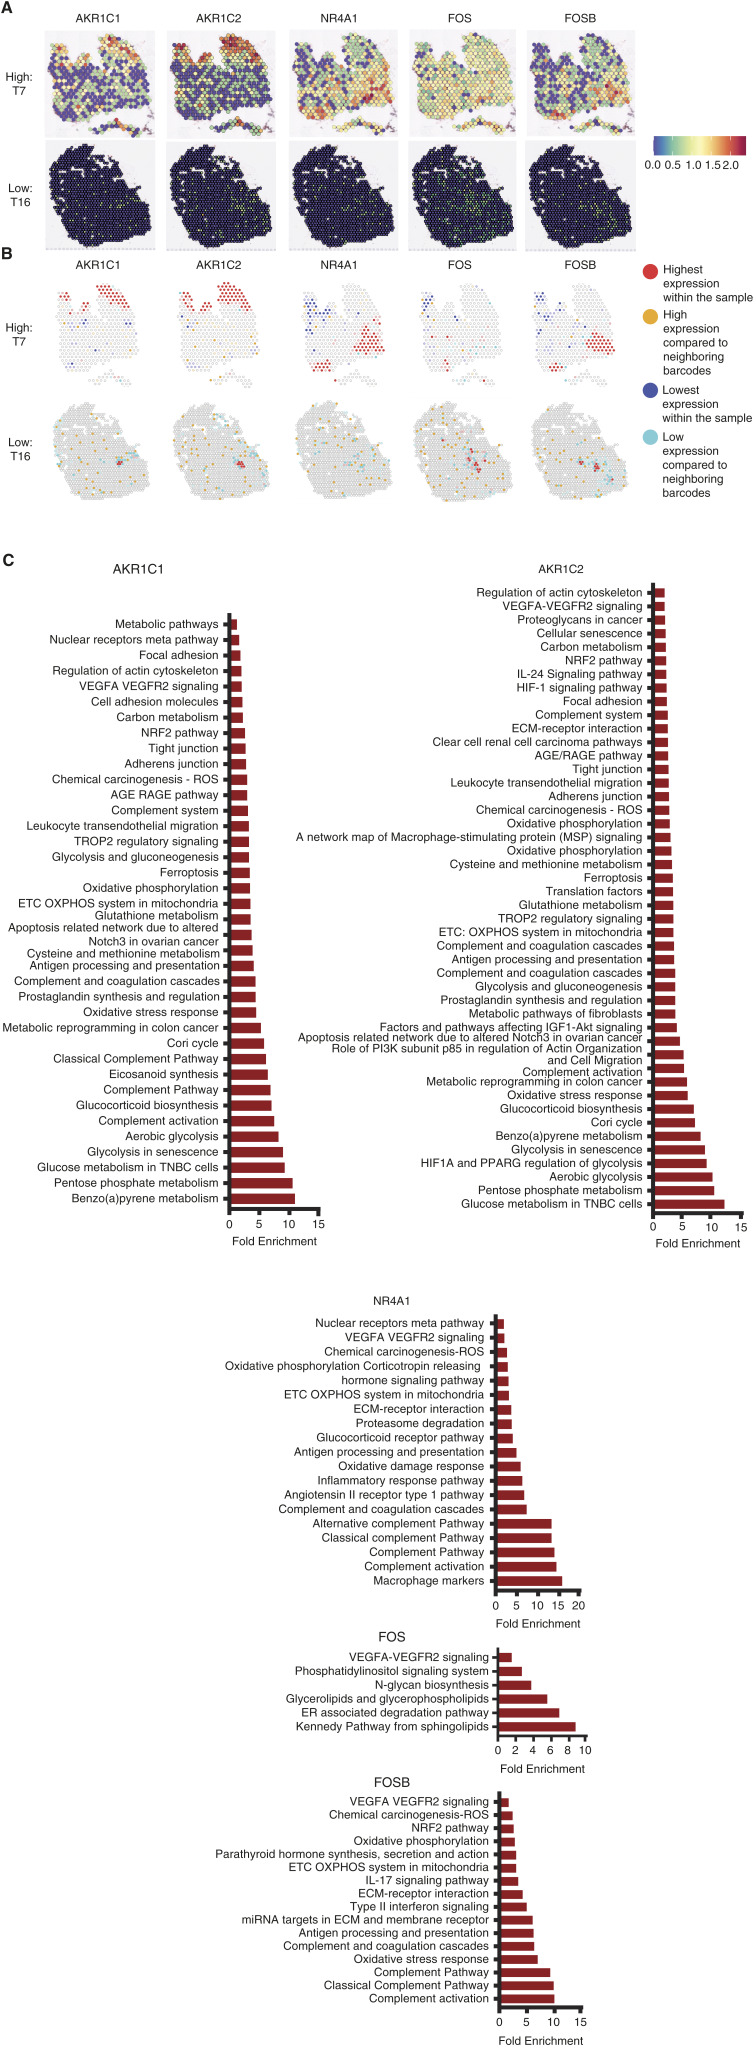
Spatial genomics uncovers hotspots of transcriptomic changes associated with glucocorticoid receptor signaling. **A,** Visualization of spatial gene expression of key genes correlated with the neighborhood violent crime rate in representative tumor samples from high and low-violence neighborhoods. Spatial expression was visualized in Seurat. **B,** Hot spot analysis of key genes correlated with the violent crime rate in representative tumor samples from high and low-violence neighborhoods. Hotspots were identified using the univariate local Moran’s test. Darker colors denote a *P*-value of <0.01 and lighter colors indicate a *P*-value of <0.05. **C,** Pathway analysis of genes differentially expressed within *P* < 0.01 highest expression within the sample hotspots. Differential gene expression analysis was performed using FindMarkers in Seurat, and genes with a non-adjusted *P*-value of <0.05 were used for pathway analysis. Analysis of pathways with a *P*-value of <0.05 was performed in DAVID using Biocarta, Kegg, and Wikipathways analysis.

To validate GR recruitment to chromatin within these genes, we utilized BigWig files from a previously published GR ChIP-Seq dataset and visualized GR peaks in proximity to the transcription start sites of these genes in a well-established lung cancer cell line, A549 cells (Supplementary Fig. S2; ref. 27). Notably, distinct peaks were observed near the transcription start site of all of these genes, suggesting that GR may act as a potential sensor and mediator of biological effects of neighborhood violent crime and regulator of genes to drive worsened tumor outcomes.

To further investigate if GR signaling was altered in these hotspots, we performed differential gene expression analysis to determine genes overexpressed in the clusters observed in Fig. 2B. Using the gene list expressed in these hotspots within the high-violence tumor samples, functional enrichment analysis revealed an upregulation of glucocorticoid biosynthesis in *AKR1C1*, *AKR1C2*, and *NR4A1* overexpression, indicating altered cortisol synthesis. We also observed a clear dysregulation of the inflammatory, immune response, antioxidant, proliferative, and angiogenic pathways in *AKR1C1*, *AKR1C2*, *NR4A1*, and *FOSB* hotspots (Fig. 2C). Pathway analysis of *FOS* overexpression hotspots in high-violence tumor samples found pathways associated with angiogenesis, the cell membrane, and sphingolipid metabolism. The hotspot analysis result further suggested altered cortisol metabolism and increased tumor aggressiveness in samples from patients residing in high-violence neighborhoods.

### GR-binding site distribution is altered in response to neighborhood violent crime

Due to the observed enrichment of genes associated with GR signaling (Fig. 1) and GR recruitment to regulatory regions of genes related to the neighborhood violent crime rate in lung cancer cell lines (Supplementary Fig. S2), we hypothesized that exposure to neighborhood violence influences GR activity by changing the recruitment pattern to chromatin in lung tumors. 

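CUT&RUN maps where a protein sits on DNA by cutting out the DNA beside an antibody bound to it, here an antibody against GR. Lists of GR binding sites were analysed for the lung tumor and the adjacent healthy lung tissue of 14 patients, 5 from high-, 4 from mid- and 5 from low-violence neighborhoods. Each tissue had a list of sites relative to input and a list relative to the paired tissue of the same patient, 55 lists in all. The tumor list relative to input of 1 low-violence patient was not analysed here, which left 13 tumor and 14 healthy tissue lists relative to input. The authors aligned reads to GRCh38 (hg38) with Bowtie2 2.4.5 and called peaks with MACS2 2.2.5 at an FDR of 0.001 in each sample separately. Here 1 list was taken as 1 replicate. The paper names a replicate for 1 tumor and does not say how it entered that tumor's list. Every site was listed as its 1 bp summit. In 31 lists the summit carried the authors' score, read here as the -log10 of the q-value. Every score lay above 3, the value of the FDR cutoff, and MACS2 writes this score for a summit. The paper names a p-value cutoff beside the FDR, so a -log10 p-value is not excluded. The other 24 lists held positions only. The score belongs to its own list and grows with sequencing depth. The lists give no read numbers, so the depth is unknown, no counting interval is given, and a difference in score between lists is not a difference in fold enrichment. Scores came in few steps, with 56.7% ± 12.3 (SD, n = 13) of a tumor's sites at its 3 most common scores. Here a site was taken as its summit with 100 bp on either side, and sites of different lists counted as shared where their summits lay at most 200 bp apart. A site lay in multi-copy sequence where the 31 bp at its center occurred elsewhere in the genome too. Gene models came from GENCODE 44. Groups were compared with 1 value per patient by two-sided exact permutation tests, for which the smallest p with 5 tumors against 4 is 0.00794.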

We employed CUT&RUN analysis using the tumor samples from Fig 1 as well as adjacent normal lung tissue from the same individuals to examine variations in GR recruitment to chromatin amid exposure to neighborhood violence. We visualized the distribution binding sites derived from CUT&RUN of lung tumors and corresponding healthy tissue samples. The distribution of GR enrichment varied by the violent crime rate. In high-violence exposure tumor samples, GR binding occurred in upstream binding sites, while low and mid-violence exposure tumor samples did not show such upstream binding (Fig. 3A). 

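Upstream sites, which lay outside genes and within 3 kb 5' of a transcription start site, made up 2.81% ± 0.62 (SD, n = 5) of the sites of a high-violence tumor, 2.65% ± 0.49 (SD, n = 4) of those of a mid-violence tumor and 2.62% ± 0.93 (SD, n = 4) of those of a low-violence tumor. Of 100000 random positions of the genome, 2.58% fell in this class. The difference between high- and low-violence tumors, 0.195 percentage points, lay within the spread between tumors (exact permutation test, p = 0.722). Introns held the largest mean share of sites, 52.7% ± 2.2 in high-, 48.8% ± 3.0 in mid- and 51.9% ± 2.9 in low-violence tumors (SD, n = 5, 4 and 4). Distal intergenic sequence held 37.1% ± 2.0, 42.2% ± 3.2 and 37.9% ± 3.7 of sites in the same order. Between high- and mid-violence tumors the distal intergenic share differed by -5.02 percentage points (exact permutation test, p = 0.0238, and 0.119 after Benjamini-Hochberg adjustment over 5 classes). These shares are means over single tumors. The reads merged by group, from which Fig. 3A was made, were not analysed here. In the lists relative to paired tissue the difference in upstream share between high- and low-violence tumors was -0.0438 percentage points, the opposite direction. Those lists include 1 more low-violence tumor, so list and tumor set changed together. In them the added tumor had 3.03% of its sites upstream, near its group's mean of 2.96% ± 0.84 (SD, n = 5).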

GR binding within healthy tissue samples displayed patterns more akin to low-violence exposure tumor samples than high-violence exposure samples (Fig. 3A).

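Upstream sites made up 2.46% ± 0.57 (SD, n = 5) of the sites of healthy tissue from high-violence patients, 2.65% ± 0.56 (SD, n = 4) from mid-violence patients and 2.25% ± 0.25 (SD, n = 5) from low-violence patients. This share was closer to the mean of the low- than of the high-violence tumors in 12 of 14 healthy tissue samples. In 11 of the 14 it lay below both means, so that the count mostly records which tumor mean is the lower, a difference that turned to -0.0947 percentage points without 1 low-violence tumor. When all 5 classes of position were compared, 7 of 14 healthy tissue samples had a distribution closer to the low-violence tumors. The share of sites that would have to change class averaged 4.63 percentage points toward the low-violence tumors and 4.70 percentage points toward the high-violence tumors, a difference of 0.0748 ± 0.687 (SD, n = 14; sign-flip permutation test, p = 0.722).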

**Figure 3:**
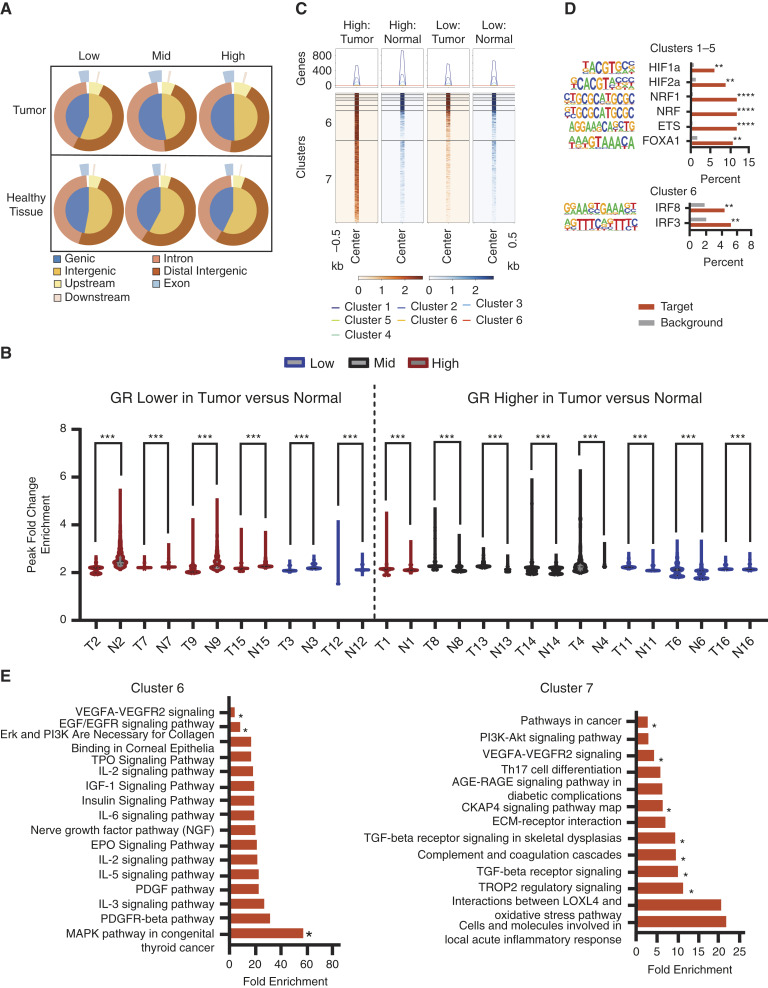
Distinct pathways altered within the GR cistrome in response to violent crime. **A,** Binding site distribution of GR in tumor samples and healthy tissue samples by low, mid, and high exposure to violence. Bam files for individual samples were merged by exposure to violence grouping. Merged tumor and merged normal bed files were generated relative to merged input files. Binding site distribution from these merged bed files was generated using ChIPSeeker. **B,** Comparison of enriched GR binding sites in tumor compared to healthy tissue samples. For each sample, tumor and healthy tissue bed files were generated by filtering out binding sites observed in the input. For each patient, the top 10% of enriched binding sites for tumor and healthy tissue were plotted and compared using the Kolmogorov–Smirnov test. A cutoff of 10% was selected to ensure a high confidence level in GR binding sites, as the top 10% of binding sites exhibited a high magnitude of GR binding. **C,** Comparison of the magnitude of GR binding sites from high-violence tumor samples in tumor vs. normal samples in high-violence vs. low-violence samples. BAM files for individual samples were merged by exposure to violence grouping. A merged bed file of high-violence tumor sample binding sites was generated relative to input binding sites. Merged sBAM files were generated using merged BAM files and the merged bed file. Heatmaps visualizing the magnitude of GR recruitment to chromatin were generated using Deeptools, and clusters were generated using the kmeans clustering algorithm. Darker shading indicates an increased magnitude of GR binding. **D,** Motif analysis of binding sites in clusters 1 to 5 and cluster 6 from (**C**). Motif analysis was performed using Homer. **E,** Pathway analysis of annotated genes from clusters 6 and 7 visualized in (**C**). Genes were annotated using GREAT analysis, and pathway analysis was performed in DAVID using Biocarta, Kegg, and Wikipathways analysis. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.0001; ****, *P* < 0.000001. Abbreviations. T, tumor; N, normal; Low, low exposure to violence; Mid, mid exposure to violence; High, high exposure to violence.

We further explored the difference in GR binding enrichment between tumor and healthy tissues. The top 10% of peak fold change enrichment in each tumor sample was compared with its corresponding healthy tissue sample (Fig. 3B). 

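GR binding sites numbered 3176 ± 1575 (SD, n = 5) in tumors from high-violence neighborhoods, 1950 ± 1362 (SD, n = 4) in mid-violence tumors and 6961 ± 6410 (SD, n = 4) in low-violence tumors. Single tumors ranged from 907 to 15347 sites. The paper's table gives 76763 for 1 more low-violence tumor, not analysed here, and the same number for that tumor relative to its healthy tissue. With it the low-violence mean would be 20922 ± 31706 (SD, n = 5). Healthy tissue had 7173 ± 7610 (SD, n = 5), 3396 ± 1392 (SD, n = 4) and 7615 ± 5696 (SD, n = 5) sites in the high-, mid- and low-violence groups. On a log2 scale the difference between high- and low-violence tumors was -0.71, less than the spread within the groups (exact permutation test, p = 0.397), and -1.52 with the paper's number added (exact permutation test, p = 0.190). The tumor had fewer sites than the healthy tissue of the same patient in 9 of 13 patients, 3 of 5 high-, 3 of 4 mid- and 3 of 4 low-violence patients. The log2 ratio of tumor to healthy tissue averaged -0.58 ± 1.53 (SD, n = 13; exact sign-flip permutation test over patients, p = 0.195), and -0.30 ± 1.81 (SD, n = 14; exact sign-flip permutation test, p = 0.542) with the paper's number added. The number of sites called rises with sequencing depth, which is unknown for these samples.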

Total number of binding sites is available in Supplementary Table S2. Exposure to neighborhood violent crime presented distinct differences in the magnitude of GR binding between tumor and healthy tissue samples. Of the five samples with exposure to high violence, four exhibited lower GR binding in their tumors compared to their normal tissue samples. 

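The strongest GR sites, the top 10% of each list by score, had a lower median score in the tumor than in the healthy tissue of the same patient in 3 of 5 high-violence patients and a higher one in 2. The tumor medians averaged 6.01 ± 0.34 (SD, n = 5) and those of healthy tissue 6.94 ± 1.28 (SD, n = 5), a mean log2 difference within patients of -0.19 ± 0.29 (SD, n = 5; exact sign-flip permutation test, p = 0.313, where 5 pairs allow no less than 0.0625). Against the 8 mid- and low-violence patients, the high-violence patients' log2 difference stood -0.32 apart (exact permutation test, p = 0.0272). It is 1 of 3 comparisons of top scores, over which the Benjamini-Hochberg adjusted p is 0.0816. Within each of the 13 patients the Kolmogorov-Smirnov test, which takes sites as replicates, gave a p between 6.85e-208 and 3.44e-08. Multi-copy sequence held 69.4% and 52.7% of the sites of 2 high-violence healthy tissue samples, and 15.2% to 29.0% of those of the other 12. Without sites in such sequence, a setting chosen after the data were seen, the difference between high-violence and other patients was -0.13 (exact permutation test, p = 0.123). From the altered distribution and number of GR-binding sites in high-violence tumors, together with its earlier finding on lung cancer risk, the paper hypothesizes that a rewired GR cistrome in response to neighborhood violent crime raises pathways of tumor aggressiveness, which these scores do not test.

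**Figure D1:**
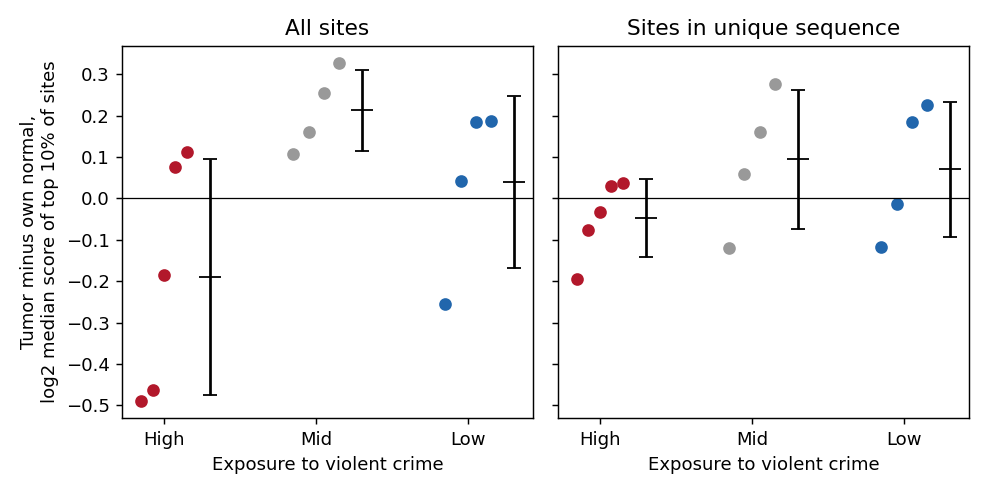
Difference between tumor and healthy tissue of the same patient in the log2 median score of the top 10% of GR sites (vertical axis) by exposure to violent crime (horizontal axis), with all sites (left) and with sites in unique sequence (right). Each point is 1 patient, the bar is the mean and the whiskers 1 SD (n = 5 high, 4 mid, 4 low); with all sites 3 of 5 high-violence patients lie below 0, and the 2 lowest move to -0.19 and 0.03 when multi-copy sequence is left out.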

For the two other samples with lower GR binding in tumor than normal tissues, one was from a low-violence but high-poverty neighborhood. 

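In mid- and low-violence patients the top 10% of GR sites had the higher median score in the tumor in 7 of 8 patients, all 4 mid-violence and 3 of 4 low-violence patients. The log2 difference between tumor and healthy tissue was 0.21 ± 0.10 (SD, n = 4) in mid-violence patients and 0.04 ± 0.21 (SD, n = 4) in low-violence patients. Exact sign-flip permutation tests gave p = 0.125 and p = 0.875, where 4 pairs allow no less than 0.125. Over both groups it was 0.13 ± 0.18 (SD, n = 8; exact sign-flip permutation test, p = 0.0938). A lower score in the tumor was not significantly more frequent in high-violence patients than in the others by Fisher's exact test on the patients' directions (p = 0.217). When sites in multi-copy sequence were left out, 5 of the 8 mid- and low-violence patients had the higher score in the tumor (Fisher's exact test, p = 0.592).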

All but one of the patients that exhibited higher GR binding in their tumor compared to the normal samples were from mid or low violence neighborhoods.

Next, we compared the magnitude of GR binding enrichment in tumor samples from patients in low compared to high-violence neighborhoods (Supplementary Fig. S3A). 

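Tumor-specific GR sites were those of a tumor's list relative to input that also lay in its list relative to healthy tissue, which in most patients carries no score. Between 37.1% and 73.4% of the latter list was matched in high-violence tumors, and between 43.0% and 65.6% in low-violence tumors. Its other sites did not enter the comparison. The log2 median score of the top 10% of matched sites was 3.10 ± 0.71 (SD, n = 5) in high-violence tumors and 2.53 ± 0.10 (SD, n = 4) in low-violence tumors. The difference of 0.57 lay within the spread of the high-violence tumors (exact permutation test, p = 0.159). The medians ran from 5.77 to 18.7 in high- and from 5.30 to 6.12 in low-violence tumors. The 2 highest, 18.7 and 10.1, rested on 5 and 8 sites. Pooled over tumors, 555 top sites of high-violence tumors had a median score of 5.91 and 1451 of low-violence tumors one of 6.03 (Kolmogorov-Smirnov D = 0.411 over sites, which are not replicates). Of all tumor-specific sites, from which the pooled top 10% were taken, a single tumor supplied 45.2% in the high- and 63.8% in the low-violence group. The paper took the top 10% of each tumor instead, so the pooled medians are another measure.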

The top 10% enriched tumor-specific binding regions were compared between tumor samples, showing increased GR binding in tumor samples from high compared to low exposure to violent crime. A similar analysis of cancer-free tissue-specific binding regions revealed higher GR binding in healthy tissue samples from high compared to low exposure to violence (Supplementary Fig. S3B).

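Healthy tissue-specific sites were matched in the same way, from 36.4% to 84.3% of the list relative to tumor in high- and 31.3% to 80.0% in low-violence patients. They showed a log2 median score of the top 10% of 2.80 ± 0.33 (SD, n = 5) in high-violence patients and 3.92 ± 3.16 (SD, n = 5) in low-violence patients, a difference of -1.12 (exact permutation test, p = 0.921). One low-violence sample, whose specific list held 5 sites, set this direction: its top site alone had a score of 752. Without it the difference was 0.29, higher in the high-violence samples (exact permutation test, p = 0.198). Pooled over samples, 2648 top sites of high-violence healthy tissue had a median score of 8.39 and 1457 of low-violence healthy tissue one of 5.74 (Kolmogorov-Smirnov D = 0.846 over sites). The longest list supplied 60.3% of the high-violence sites from which the pooled top 10% were taken, and 89.5% of its own top 10% lay in multi-copy sequence.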

### Distinct pathways altered within the GR cistrome in response to neighborhood violence

Given the altered distribution of GR-binding sites and the number observed in tumor samples from high-violence neighborhoods (Fig. 3), as well as our previous finding documenting a 31% increase in lung cancer risk for individuals residing in areas with high crime (14), we hypothesized that the rewiring of the GR cistrome in response to neighborhood violent crime increases pathways associated with tumor aggressiveness. Using GR-binding sites found in tumors from high-violence neighborhoods, we visualized these binding sites in tumor and healthy tissue samples from patients living in high and low violence areas. 

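GR sites of high-violence tumors were rarely found in other tissue. Of 15753 regions with a site in a high-violence tumor, 175 (1.11%) also had a site in a low-violence tumor, 249 (1.58%) in healthy tissue of high-violence patients and 195 (1.24%) in healthy tissue of low-violence patients. Over all 13 tumors, 50298 of 50715 regions (99.2%) had a site in 1 tumor. Regions with sites in 2 or more tumors numbered 417, against 155 ± 11 (SD over 20 shufflings) when sites were placed at random. In sequence that occurs at 1 place in the genome, 150 of 39077 regions were shared, against 111 ± 9 after shuffling (range 95 to 131). A tumor shared between 0.117% and 1.51% of its sites with the healthy tissue of the same patient, with a median of 0.662%. The region found in all 13 tumors (hg38, chromosome 1, 634024 to 634054) lay in MTATP6P1, a nuclear pseudogene copy of mitochondrial DNA, and its reference sequence is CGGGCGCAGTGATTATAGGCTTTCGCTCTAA. Of 35 regions found in 5 or more tumors, 30 lay in multi-copy sequence and 9 matched mitochondrial DNA.

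**Figure D2:**
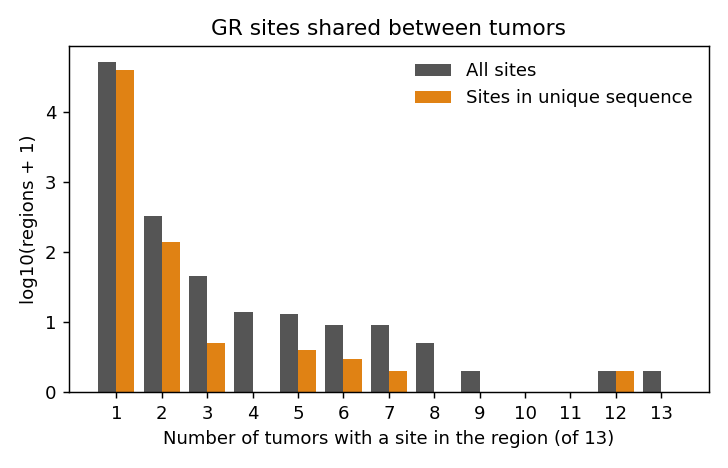
Number of regions with a GR site, as log10(regions + 1) (vertical axis), by the number of the 13 tumors that have a site there (horizontal axis), for all sites (gray) and for sites in unique sequence (orange). The first pair of bars holds 99.2% of all regions, and 1 region has a site in all 13 tumors.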

While some overlapping GR binding sites were observed in clusters 1 through 5, we found two GR-binding clusters, clusters 6 and 7, with a greater magnitude of GR binding in tumor samples from high-violence neighborhoods (Fig. 3C). 

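Regions with a GR site in at least 3 of 5 high-violence tumors and in no low-violence tumor numbered 3, the per-tumor counterpart of the clusters, since the reads merged by group were not analysed here. The region on chromosome 21 from 8212500 to 8212666 (hg38) lies in an exon of RNA5-8SN2, a 5.8S ribosomal RNA gene, and had a site in 4 high- and 1 mid-violence tumors. The region on chromosome 17 from 22521392 to 22521400, reference sequence ATCACGATG, resembles mitochondrial DNA, has KCNJ18 as its nearest protein-coding gene and had a site in 3 high- and 3 mid-violence tumors. The region on chromosome 5 from 134925463 to 134925477, reference sequence CGTGGGTACAGATGT, lies in MTND5P11, a pseudogene copy of mitochondrial DNA within PCBD2, and had a site in 3 high- and 2 mid-violence tumors. All 3 regions were also bound in mid-violence tumors, and the same criterion against mid- and low-violence tumors together left 0. In Fisher's exact test of high- against low-violence tumors the chromosome 21 region had p = 0.0476, and each of the other 2 had p = 0.167. None of 43267 regions tested passed Benjamini-Hochberg adjustment (smallest adjusted p from Fisher's exact test, 0.698), which 5 against 4 tumors could not give unless 6868 regions had the smallest possible p.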

Motif analysis of these clusters showed distinct coregulation patterns. 

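Interferon regulatory factor (IRF) elements, bound by factors such as IRF8 and IRF3, were in 0.0745% ± 0.0542 (SD, n = 5) of the sites of high-violence tumors, 0.0129% ± 0.0257 (SD, n = 4) of those of mid-violence tumors, with 2 sites in all, and 0.126% ± 0.0889 (SD, n = 4) of those of low-violence tumors. The sequence 1 kb away held them in 0.0770%, 0.0568% and 0.0576% of windows in the same order. The excess over these flanks differed by -0.0709 percentage points between high- and low-violence tumors, within the spread (exact permutation test, p = 0.214), and by -0.0182 without 1 low-violence tumor (exact permutation test, p = 0.607). Against mid- and low-violence tumors together it was -0.0147 (exact permutation test, p = 0.793). The looser IRF core gave 0.0881 percentage points, the opposite direction (exact permutation test, p = 0.619). The 15 bp full GR element was in 0.0623% ± 0.0527 (SD, n = 13) of all tumor sites and in 0.0727% ± 0.0361 of the flanks. The shorter GR element AGAACA was in 15.4% of both. Hypoxia-inducible factor elements were in 0.335% ± 0.189 of tumor sites and 0.273% ± 0.085 of flanks, the ETS core in 1.28% ± 0.42 and 1.26% ± 0.25, and FOXA1 elements in 3.31% ± 0.57 and 3.21% ± 0.40 (SD, n = 13). Over 12 motifs no difference between high- and low-violence tumors, and none between sites and flanks, passed adjustment (smallest adjusted p from exact permutation tests, 0.952 and 0.422). At an unadjusted p under 0.05 there was 1, the long ETS element, lower in sites than flanks. The elements were matched as consensus words in single tumors, not by the motif search the study ran on merged reads.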

Motifs present in cluster 6 showed inflammation-specific GR coregulators IRF8 and IRF3 (28), while motifs in the overlapping GR-binding sites were those of GR coregulators HIF1-a, ETS, and FOXA1 (29, 30). Motif analysis of cluster 7 revealed no motifs with a high % target to % background ratio (Fig. 3D).

To determine the genes differentially bound by GR in tumor samples from high-violence neighborhoods, we examined pathways associated with clusters 6 and 7. Genes in each cluster were annotated, and pathway analysis was performed on genes found to have greater than 10% expression in our spatial transcriptomics dataset. An increase in inflammatory pathways and cellular proliferation pathways was observed in cluster 6, while cluster 7 genes were those associated with immune response pathways (Fig. 3E). 

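At 20 genes of NF-kB inflammation, such as BIRC3, TNFAIP3, PTGS2 and CXCL8, the log2 ratio of observed GR sites to those expected from the length of the genes' domains was 0.43 ± 0.60 (SD, n = 5) in high- and 0.33 ± 0.57 (SD, n = 4) in low-violence tumors (exact permutation test, p = 0.786). The mid-violence group was highest at these genes, at 0.995 ± 0.538 (SD, n = 4). PTGS2, the inducible prostaglandin synthase, had a site in its regulatory domain in 3 of 5 high-, 3 of 4 mid- and 1 of 4 low-violence tumors. TNFAIP3, an inhibitor of NF-kB signaling, had one in 2, 2 and 4. Interferon and IRF genes had 10 sites against 17.8 expected in high-violence tumors and 46 against 30.9 expected in low-violence tumors. Their log2 ratio was -0.70 ± 1.06 (SD, n = 5) in high- and 0.56 ± 0.14 (SD, n = 4) in low-violence tumors, a difference of -1.26 (exact permutation test, p = 0.0476, adjusted over 27 lists 0.589). Mid-violence tumors stood at -0.71 ± 1.41 (SD, n = 4), level with the high-violence group, and against mid- and low-violence tumors together the difference was -0.63 (exact permutation test, p = 0.340). In lists relative to paired tissue, which add 1 low-violence tumor, the difference between high- and low-violence tumors was -0.39 (exact permutation test, p = 0.437). One high-violence tumor stood at 1.16 and the others between -1.43 and -0.95. Housekeeping control genes differed by -1.21 (exact permutation test, p = 0.0794). Proliferative pathways differed by -0.28 for insulin and IGF signaling (exact permutation test, p = 0.532), -0.01 for TGF-beta signaling (p = 0.937) and 0.02 for WNT signaling (p = 0.952). Interleukin and JAK-STAT genes differed by 0.47 (exact permutation test, p = 0.198). Of 27 gene lists, 14 were higher and 13 lower in high-violence tumors, 2 had an unadjusted p under 0.05 and none passed adjustment, which even at the smallest p of 5 against 4 tumors would take 5 lists. In simulated lists with sites raised 3-fold at a gene list, 13 of 20 differences were called at an unadjusted p under 0.05.

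**Figure D3:**
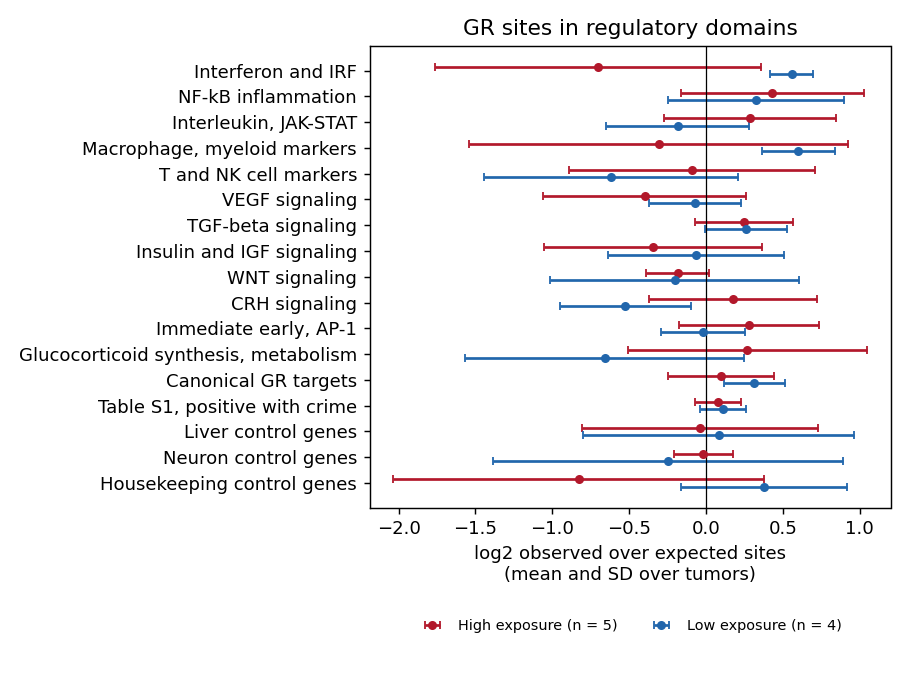
Log2 ratio of observed to expected GR sites in the regulatory domains of gene lists fixed before the data were examined (horizontal axis) in high-violence (red, n = 5) and low-violence (blue, n = 4) tumors. Points are means over tumors and bars 1 SD; the bars of the 2 groups overlap for every list shown except interferon and IRF genes.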

To validate GR recruitment to chromatin within these genes, we utilized BigWig files from a previously published GR ChIP-Seq dataset and visualized GR peaks in proximity to these genes in a well-established lung cancer cell line, A549 cells (25). GR bindings to key genes within statistically significant pathways are available in Supplementary Fig. S5.

We then investigated GR binding patterns specific to tumor samples from low-violence neighborhoods (Supplementary Fig. S4A). 

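Regions with a GR site in at least 3 of 4 low-violence tumors and in no high-violence tumor numbered 2, and both lie in multi-copy sequence far from genes. The region on chromosome 1 from 143262343 to 143262386 (hg38), 644 kb from the start of H3-7, had a site in 3 low-violence tumors, and its central sequence occurs 21 times in the genome. The region on chromosome 4 from 49154484 to 49154503, 168 kb from the start of CWH43, had a site in 3 low-violence and 1 mid-violence tumors, and its central sequence occurs 5064 times. In sequence found at 1 place in the genome there was none. At the level of genes, 26 protein-coding genes had a site in the regulatory domain in all 4 low-violence tumors and no high-violence tumor, where neighboring genes can share a site. Low-violence tumors had more sites to begin with. No gene passed adjustment (smallest adjusted p from Fisher's exact test, 0.911), which would take 2258 genes at the smallest possible p.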

Cluster 7 revealed distinct GR recruitment patterns in the low violence exposure tumors. We mapped these binding sites to the closest genes, and further filtered the gene list based on gene expression values in tumors, keeping genes with greater than 10% expression in our spatial transcriptomics dataset. We then performed pathway analysis on these genes. Higher GR recruitment to genes specific to immune response was found, as well as increased recruitment to proliferative and angiogenic genes. However, the fold change enrichment of GR binding in genes associated with these pathways was lower than those observed in the same or similar pathways noted in Fig. 3E (Supplementary Tables S3–S5).

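At 14 macrophage and myeloid marker genes the log2 ratio of observed to expected sites was 0.60 ± 0.24 (SD, n = 4) in low-violence tumors, 31 observed against 18.5 expected, and -0.31 ± 1.23 (SD, n = 5) in high-violence tumors (exact permutation test, p = 0.190). The mid-violence group stood at -1.29 ± 1.31 (SD, n = 4) at these marker genes, below the high-violence group. IRF8, a transcription factor of myeloid cells, had a site in its regulatory domain in 3 of 4 low- and 1 of 5 high-violence tumors. Among angiogenic genes, VEGF signaling genes stood at -0.07 ± 0.30 (SD, n = 4) in low- and -0.40 ± 0.66 (SD, n = 5) in high-violence tumors (exact permutation test, p = 0.421), and endothelial marker genes at 0.25 ± 0.36 and -0.25 ± 0.88 (p = 0.357). T and NK cell marker genes stood at -0.62 ± 0.82 in low- and -0.09 ± 0.80 in high-violence tumors (exact permutation test, p = 0.349). After adjustment over the gene lists none of these differed.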

Due to the observed changes in GR binding in tumor samples, we compared GR binding patterns in healthy tissue with tumor samples from high-violence neighborhoods (Supplementary Fig. S4B). 

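Healthy tissue of high-violence patients had 9 regions with a GR site in at least 3 of 5 samples and in no low-violence healthy tissue, each in multi-copy sequence far from genes, such as chromosome 1 from 123116780 to 123116908 and chromosome 12 from 36173486 to 36173638 (hg38). At macrophage and myeloid marker genes the log2 ratio of observed to expected sites was -0.90 ± 0.42 (SD, n = 5) in high-violence and -0.26 ± 0.28 (SD, n = 5) in low-violence healthy tissue (exact permutation test, p = 0.0238). At TGF-beta signaling genes the ratio was -0.56 ± 0.38 and 0.13 ± 0.15 in the same order (exact permutation test, p = 0.0238). Both had an adjusted p of 0.214 over the gene lists. Against the tumor of the same high-violence patients, the mean log2 difference at TGF-beta signaling genes was 0.81, tumor minus healthy tissue, above 0 in 5 of 5 patients (exact sign-flip permutation test, p = 0.0625, the smallest that 5 pairs allow; adjusted 0.562). Of the 27 lists, 2 others were also above 0 in 5 of 5 patients, and 2 of the 5 healthy tissue lists are rich in multi-copy sequence.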

Pathway analysis of cluster 6, which showed increased GR recruitment specific to normal tissue from patients in high-violence neighborhoods, was performed (Supplementary Table S6). While some proliferative and invasive pathways were noted, their fold enrichment was lower than those seen in low-violence tumor samples and lower still in comparison to high-violence tumor samples. Immune response pathways were notably absent. An analysis of GR-binding patterns in healthy tissue from low-violence neighborhoods revealed similar patterns (Supplementary Fig. S4C and Table S7).

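Healthy tissue of low-violence patients had 3 regions with a GR site in at least 3 of 5 samples and in no high-violence healthy tissue. The region on chromosome 1 from 143262340 to 143262565 (hg38) had a site in 4 of them. It overlaps the chromosome 1 region given above for low-violence tumors, so the 2 are not separate findings. All 3 regions lie in multi-copy sequence, with 24 copies of this one in the genome and 43 and 2 of the others. At interferon and IRF genes the log2 ratio of observed to expected sites was -0.54 ± 0.31 (SD, n = 5) in low-violence healthy tissue, and -0.24 ± 0.18 (SD, n = 5) in high-violence healthy tissue (exact permutation test, p = 0.103). NF-kB inflammation genes stood at 0.23 ± 0.26 and -0.03 ± 0.45 in the same order (exact permutation test, p = 0.302).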

## Discussion

In this study, we described the changes in GR recruitment to chromatin and how they relate to the expression of genes in lung tumor samples from patients living in different neighborhoods in Chicago. Our results suggested that GR acted as an indicator of violence-related chronic stress, and repositioning GR to certain DNA regions drove gene expression programs that are associated with lung tumorigenesis.

We also saw decreased GR binding in tumors compared to healthy tissues in patients residing in high-violence neighborhoods and the increased expression of cortisol-metabolizing enzymes AKR1C1, AKR1C3, and CBR1. This finding suggests that exposure to neighborhood violent crime increases cortisol clearing within the lung tumor microenvironment. The expression of these cortisol-inactivating enzymes and CRH-signaling genes were correlated with elevated violent crime, while genes correlated with other neighborhood factors were not associated with the stress response. Hotspot analysis of key GR-bound genes revealed not only increased expression of these genes in high violence exposure tumors, but also overexpression of proliferative and inflammatory genes. These results suggest that the type of chronic stress triggered by residing in high-violence neighborhoods significantly alters cortisol metabolism and GR binding within the tumor microenvironment, ultimately driving an increase in pathways associated with tumor aggressiveness.

While cortisol signaling is typically known for its protective effects in lung cancer through reducing inflammation (12), some studies show that GR can increase cell proliferation and metastases through the upregulation of IGF1, TGF-β, WNT, and Hippo pathways (31–33). Our observed upregulation of IGF1, VEGFA, VEGFR2, and TGF- β receptor signaling in our GR-binding sites in tumors from high violence neighborhoods agrees with the latter studies, underscoring the importance of classic GR signaling within the lung. 

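TGFBR2, a receptor of TGF-beta, had GR sites in its regulatory domain in 2 of 5 high-, 1 of 4 mid- and 3 of 4 low-violence tumors. KDR, which encodes VEGFR2, had them in 3, 0 and 4 tumors, IGF1 in 1, 2 and 2, and VEGFA in 0, 1 and 1, in the same order. None of these genes had a site in more high- than low-violence tumors, but genes at large went the same way: of 19962 protein-coding genes, 9194 had a site in a high- and 12530 in a low-violence tumor. The paper lists this signaling as pathways of genes at clusters of merged reads, which were not analysed here. Sites of single tumors at the named genes are another measure and do not test it. TGFBR2 lies on chromosome 3 from 30606601 to 30694142 and its nearest tumor site was 20.2 kb from its start, in an intron. The nearest to KDR (chromosome 4, 55078481 to 55125595) was 57.6 kb away, the nearest to VEGFA (chromosome 6, 43770184 to 43786487) 56.6 kb, and the nearest to IGF1 (chromosome 12, 102395874 to 102481744) 2.78 kb upstream of its start (hg38). The domains of TGFBR2, IGF1 and KDR span 1287, 750 and 683 kb, so a site there can lie far from the gene.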

While GR is typically protective, exposure to specific stressors such as neighborhood violence may lead to a rewiring of GR activity within the lung tumor microenvironment, potentially explaining the conflicting findings in existing research on cortisol and GR signaling in lung cancer.

In addition to increased proliferative and angiogenic pathways, we also observed increased GR recruitment to pathways associated with inflammation and immune response. Under ideal conditions, GR provides anti-inflammatory properties through immunosuppressive functions (11, 34, 35). However, our results indicate that there is increased recruitment to genes associated with pro-inflammatory and dysregulated immune response among tumor samples from patients living in high-violence neighborhoods. This may be driven by the elevated interferon regulatory factor (IRF) motifs in gene clusters with higher GR binding among tumor samples from high-violence areas. IRF3 is known to compete with GR for binding to anti-inflammatory GRIP1 through decreasing GRIP1 activity, resulting in increased inflammation (28). The altered GR binding and activity within gene clusters specific to high-violence neighborhoods may be due to IRFs out-competing or rewiring the actions of GR. Another potential mechanism might be the tethering of GR to IRF proteins. Increased activation of IRF factors might increase interactions of GR with IRFs, thus leading to increased inflammatory gene responses in tumor samples from individuals residing in high-violence neighborhoods. Further mechanistic studies are needed to tease out these possibilities.

This rewiring of GR recruitment may be driven by other factors as well. TNF-a, an inflammatory cytokine, has been shown to reshape the GR nuclear cofactor profile, resulting in a significant alteration in GR-induced gene expression (36). Further, TNF-a and GR are known to work cooperatively to activate pro-inflammatory pathways in human lung cancer cell line A549s, despite the usual anti-inflammatory function of GR (37). However, the impacts of exposure to violent crime on the GR interactome and GR isoforms have yet to be explored. Further research regarding the underlying mechanisms driving this rewiring is crucial for understanding the role of cortisol and GR signaling in lung tumors, particularly among those living in chronically stressful neighborhood environments.

There are limitations to our study. First, we used a small number of tumor samples representing different zip codes. For the most part, due to the availability of fresh frozen sample tissues, we were not able to include a more representative number of cases for this analysis. This small number of cases limits our ability to generalize our findings. Further analysis with a larger sample of tumor tissues will validate our current study. Second, related to the small sample size, a relatively large geographic area unit at the zip code level was used, which may introduce uncertainty in characterizing violence exposure at the individual level. Although zip code is a relatively large geographic unit, thus potentially large heterogeneity, zip code level neighborhood characteristics have been widely used in public health research as a valid area unit of analysis (38–40).

## Conclusion

Lung tumor samples from high-violence neighborhoods showed distinct GR cistrome and transcriptome profiles. We observed an upregulation of pathways associated with tumor aggressiveness, suggesting rewiring of GR binding and regulation driven by exposure to neighborhood violence. An increased understanding of the link between exposure to neighborhood violent crime, glucocorticoid signaling, and lung tumorigenesis could lead to improved screening criteria for people living in high-stress environments and consequently reduce racial disparities in lung cancer. Currently, the U.S. Preventive Services Task Force lung cancer screening guideline indicates that individuals aged 50 to 80 years who have a 20-pack-year smoking history are eligible for low-dose computed tomography every year. Due to racial residential segregation, Black Americans often reside in disadvantaged neighborhoods, thus, are disproportionately exposed to social stress, which may increase the risk of lung cancer through GR recruitment to binding sites associated with tumorigenesis. Incorporating neighborhood context, particularly violent crime, into the current lung cancer screening guideline could improve the early detection of lung cancer, thus reducing racial disparities in lung cancer outcomes.

Reducing the racial gap in exposure to violence in different communities would require policies that aim to achieve social and economic equity, such as resource reallocation, fair community investment, and disrupting crime and violence in the most disadvantaged neighborhoods in our cities. Ultimately, social policies promoting equitable neighborhood development are necessary to achieve health equity.

## Supplementary Material

Supplementary Materials and Methods Supplementary methods, expanded version of sequencing methodology.

Supplementary Figure S1 Heatmap and pathway analysis of genes correlated with neighborhood factors.

Supplementary Figure S2 GR recruitment to chromatin in key genes correlated with neighborhood violence.

Supplementary Figure S3 Magnitude of GR binding enrichment in tumor and normal tissue samples from patients in low compared to high-violence neighborhoods.

Supplementary Figure S4 Comparison of magnitude of GR binding sites in tumor vs. normal samples in high violence vs. low violence samples.

Supplementary Figure S5 GR recruitment to chromatin in key genes within statistically significant pathway from Figure 3E.

Supplementary Data Supplementary Figure Legends

Supplementary Table S1 Genes correlated with exposure to neighborhood violence.

Supplementary Table S2 Total binding site number in tumor and normal tissue samples.

Supplementary Table S3 Pathway analysis results of cluster 6 genes from Figure 4A.

Supplementary Table S4 Pathway analysis results of cluster 7 genes from Figure 4A.

Supplementary Table S5 Pathway analysis results of cluster 7 genes from Supplementary Figure 4A.

Supplementary Table S6 Pathway analysis results of cluster 6 genes from Supplementary Figure 4B.

Supplementary Table S7 Pathway analysis results of cluster 6 genes from Supplementary Figure 4C.

## References

[1] Regierer AC , WoltersR, UfenMP, WeigelA, NovopashennyI, KöhneCH, . An internally and externally validated prognostic score for metastatic breast cancer: analysis of 2269 patients. Ann Oncol2014;25:633–8.24368402 10.1093/annonc/mdt539PMC4433507

[2] Trinidad DR , GilpinEA, LeeL, PierceJP. Do the majority of Asian-American and African-American smokers start as adults?Am J Prev Med2004;26:156–8.14751329 10.1016/j.amepre.2003.10.008

[3] Rugo HS , RumbleRB, MacraeE, BartonDL, ConnollyHK, DicklerMN, . Endocrine therapy for hormone receptor–positive metastatic breast cancer: American society of clinical oncology guideline. J Clin Oncol2016;34:3069–103.27217461 10.1200/JCO.2016.67.1487

[4] DeSantis CE , SiegelRL, SauerAG, MillerKD, FedewaSA, AlcarazKI, . Cancer statistics for African Americans, 2016: progress and opportunities in reducing racial disparities. CA Cancer J Clin2016;66:290–308.26910411 10.3322/caac.21340

[5] Aldrich MC , MercaldoSF, SandlerKL, BlotWJ, GroganEL, BlumeJD. Evaluation of USPSTF lung cancer screening guidelines among African American adult smokers. JAMA Oncol2019;5:1318–24.31246249 10.1001/jamaoncol.2019.1402PMC6604090

[6] Shonkoff JP , GarnerAS; Committee on Psychosocial Aspects of Child and Family Health; Committee on Early Childhood, Adoption, and Dependent Care; Section on Developmental and Behavioral Pediatrics. The lifelong effects of early childhood adversity and toxic stress. Pediatrics2012;129:e232–246.22201156 10.1542/peds.2011-2663

[7] Hanahan D , WeinbergRA. Hallmarks of cancer: the next generation. Cell2011;144:646–74.21376230 10.1016/j.cell.2011.02.013

[8] Ribeiro AI , AmaroJ, LisiC, FragaS. Neighborhood socioeconomic deprivation and allostatic load: a scoping Review. Int J Environ Res Public Health2018;15:1092.29843403 10.3390/ijerph15061092PMC6024893

[9] Obeng-Gyasi S , LiY, CarsonWE, ReisengerS, PresleyCJ, ShieldsPG, . Association of allostatic load with overall mortality among patients with metastatic non-small cell lung cancer. JAMA Netw Open2022;5:e2221626.35797043 10.1001/jamanetworkopen.2022.21626PMC9264034

[10] Dickmeis T . Glucocorticoids and the circadian clock. J Endocrinol2009;200:3–22.18971218 10.1677/JOE-08-0415

[11] Kadmiel M , CidlowskiJA. Glucocorticoid receptor signaling in health and disease. Trends Pharmacol Sci2013;34:518–30.23953592 10.1016/j.tips.2013.07.003PMC3951203

[12] Mayayo-Peralta I , ZwartW, PrekovicS. Duality of glucocorticoid action in cancer: tumor-suppressor or oncogene?Endocr Relat Cancer2021;28:R157–R171.33852423 10.1530/ERC-20-0489

[13] Kim SJ , KeryC, AnJ, RineerJ, BobashevG, MatthewsAK. Racial/ethnic disparities in exposure to neighborhood violence and lung cancer risk in Chicago. Soc Sci Med2024;340:116448.38043441 10.1016/j.socscimed.2023.116448PMC10836639

[14] Conway EM , PikorLA, KungSH, HamiltonMJ, LamS, LamWL, . Macrophages, inflammation, and lung cancer. Am J Respir Crit Care Med2016;193:116–30.26583808 10.1164/rccm.201508-1545CI

[15] Federal Bureau of Investigation . Violent crime. Washington (DC): Federal Bureau of Investigation[cited 2023 Jul 30]. Available from:https://ucr.fbi.gov/crime-in-the-u.s/2010/crime-in-the-u.s.-2010/violent-crime.

[16] National Institute of Justice . Violent crime. Washington (DC): U.S. Department of Justice Office of Justice Programs2023.

[17] Boukouris AE , ZervopoulosSD, MichelakisED. Metabolic enzymes moonlighting in the nucleus: metabolic regulation of gene transcription. Trends Biochem Sci2016;41:712–30.27345518 10.1016/j.tibs.2016.05.013

[18] Anselin L , LiX, KoschinskyJ. GeoDa, from the desktop to an ecosystem for exploring spatial data. Geographical Anal2021;54:439–66.

[19] Kent WJ , SugnetCW, FureyTS, RoskinKM, PringleTH, ZahlerAM, . The human genome browser at UCSC. Genome Res2002;12:996–1006.12045153 10.1101/gr.229102PMC186604

[20] Ramírez F , RyanDP, GrüningB, BhardwajV, KilpertF, RichterAS, . deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Res2016;44:W160–5.27079975 10.1093/nar/gkw257PMC4987876

[21] McLean CY , BristorD, HillerM, ClarkeSL, SchaarBT, LoweCB, . GREAT improves functional interpretation of cis-regulatory regions. Nat Biotechnol2010;28:495–501.20436461 10.1038/nbt.1630PMC4840234

[22] Tanigawa Y , DyerES, BejeranoG. WhichTF is functionally important in your open chromatin data?PLoS Comput Biol2022;18:e1010378.36040971 10.1371/journal.pcbi.1010378PMC9426921

[23] Yu G , WangLG, HeQY. ChIPseeker: an R/Bioconductor package for ChIP peak annotation, comparison and visualization. Bioinformatics2015;31:2382–3.25765347 10.1093/bioinformatics/btv145

[24] Heinz S , BennerC, SpannN, BertolinoE, LinYC, LasloP, . Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol Cell2010;38:576–89.20513432 10.1016/j.molcel.2010.05.004PMC2898526

[25] Huang DW , ShermanBT, LempickiRA. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc2009;4:44–57.19131956 10.1038/nprot.2008.211

[26] Huang DW , ShermanBT, LempickiRA. Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Res2009;37:1–13.19033363 10.1093/nar/gkn923PMC2615629

[27] Gertz J , SavicD, VarleyKE, PartridgeEC, SafiA, JainP, . Distinct properties of cell-type-specific and shared transcription factor binding sites. Mol Cell2013;52:25–36.24076218 10.1016/j.molcel.2013.08.037PMC3811135

[28] Reily MM , PantojaC, HuX, ChinenovY, RogatskyI. The GRIP1:IRF3 interaction as a target for glucocorticoid receptor-mediated immunosuppression. EMBO J2006;25:108–17.16362036 10.1038/sj.emboj.7600919PMC1356362

[29] Kodama T , ShimizuN, YoshikawaN, MakinoY, OuchidaR, OkamotoK, . Role of the glucocorticoid receptor for regulation of hypoxia-dependent gene expression. J Biol Chem2003;278:33384–91.12810720 10.1074/jbc.M302581200

[30] Srivastava S , NatarajNB, SekarA, GhoshS, BornsteinC, Drago-GarciaD, . ETS proteins bind with glucocorticoid receptors: relevance for treatment of Ewing sarcoma. Cell Rep2019;29:104–17.e4.31577941 10.1016/j.celrep.2019.08.088PMC6899513

[31] Prekovic S , SchuurmanK, Mayayo-PeraltaI, ManjónAG, BuijsM, YavuzS, . Glucocorticoid receptor triggers a reversible drug-tolerant dormancy state with acquired therapeutic vulnerabilities in lung cancer. Nat Commun2021;12:4360.34272384 10.1038/s41467-021-24537-3PMC8285479

[32] Obradović MMS , HamelinB, ManevskiN, CoutoJP, SethiA, CoissieuxMM, . Glucocorticoids promote breast cancer metastasis. Nature2019;567:540–4.30867597 10.1038/s41586-019-1019-4

[33] Perez Kerkvliet C , DwyerAR, DiepCH, OakleyRH, LiddleC, CidlowskiJA, . Glucocorticoid receptors are required effectors of TGFβ1-induced p38 MAPK signaling to advanced cancer phenotypes in triple-negative breast cancer. Breast Cancer Res2020;22:39.32357907 10.1186/s13058-020-01277-8PMC7193415

[34] Escoter-Torres L , CarattiG, MechtidouA, TuckermannJ, UhlenhautNH, VettorazziS. Fighting the fire: mechanisms of inflammatory gene regulation by the glucocorticoid receptor. Front Immunol2019;10:1859.31440248 10.3389/fimmu.2019.01859PMC6693390

[35] Ronchetti S , MiglioratiG, BruscoliS, RiccardiC. Defining the role of glucocorticoids in inflammation. Clin Sci (Lond)2018;132:1529–43.30065045 10.1042/CS20171505

[36] Dendoncker K , TimmermansS, VandewalleJ, EggermontM, LempiäinenJ, PaakinahoV, . TNF-α inhibits glucocorticoid receptor-induced gene expression by reshaping the GR nuclear cofactor profile. Proc Natl Acad Sci U S A2019;116:12942–51.31182584 10.1073/pnas.1821565116PMC6600915

[37] Hermoso MA , MatsuguchiT, SmoakK, CidlowskiJA. Glucocorticoids and tumor necrosis factor alpha cooperatively regulate toll-like receptor 2 gene expression. Mol Cell Biol2004;24:4743–56.15143169 10.1128/MCB.24.11.4743-4756.2004PMC416411

[38] Kerry R , GoovaertsP, HainingRP, CeccatoV. Applying geostatistical analysis to crime data: car-related thefts in the Baltic states. Geogr Anal2010;42:53–77.22190762 10.1111/j.1538-4632.2010.00782.xPMC3242381

[39] Lin WC , LinYP, WangYC, ChangTK, ChiangLC. Assessing and mapping spatial associations among oral cancer mortality rates, concentrations of heavy metals in soil, and land use types based on multiple scale data. Int J Environ Res Public Health2014;11:2148–68.24566045 10.3390/ijerph110202148PMC3945590

[40] Goovaerts P . Combining areal and point data in geostatistical interpolation: applications to soil science and medical geography. Math Geosci2010;42:535–54.21132098 10.1007/s11004-010-9286-5PMC2995922

# Supplementary material for: The Effect of Exposure to Neighborhood Violence on Glucocorticoid Receptor Signaling in Lung Tumors
**Source:** Cancer Res Commun. 2024 Jul 3;4(7):1643–54. doi: 10.1158/2767-9764.CRC-24-0032
**Supplement:** Supplementary Materials and Methods — Supplementary methods, expanded version of sequencing methodology.

**Supplementary Materials**

**Supplementary Materials Index**

Spatial Transcriptomics Supplementary methods (Pages 2-5)

Sample Handling (Pages 2-3)

RNA Extraction for Quality Check (Pages 3-4)

10x Visium Tissue Optimization and cDNA extraction (Page 4)

Final construction and sequencing of 10x Visium libraries (Pages 4-5)

Spatial transcriptomics supplementary methods

*Sample Handling*

Sixteen 1mL cryo tubes were transferred to Cytometry and Microscopy to Omics (CMtO) facility on dry ice and placed in the -80ᵒC freezer. Each tube contained one small piece of lung tumor tissue. Optimum cutting temperature (OCT) was chilled in a -20ᵒC cryochamber associated with a cryostat (Cryostar, NX70, Epredia, Kalamazoo, MI). Each sample was removed from the -80ᵒC freezer and kept on dry ice. A small amount of OCT was placed in a cryomold, which was then placed on the dry ice. Using chilled forceps, the tissue was removed from the cryovial and placed on top of the OCT in this cryomold. While still on dry ice, each tissue mold was photographed next to the original cryovial to record the sample ID and size of the tissue. The tissue was then fully covered with the chilled OCT, left on dry ice until entirely frozen, then wrapped in aluminum foil and placed in a Ziplock bags with the original cryotube, and returned to the -80ᵒC freezer.

The images of each sample were reviewed and the largest sample, lung tumor #8, was selected to use for TO (10x Genomics Visium Tissue Optimization Protocol) to calculate the permeabilization time. Lung Tumor #8, a TO slide, and one 10x Genomics Gene Expression (GE) slide were placed in the cryochamber to equilibrate. All samples were sectioned at 10um thickness. The first tissue sections (all sections were collected) from lung tumor #8 were collected in a pre-chilled DNAse/RNAse free 1.5mL tube for or further characterization. Next, approximate middle of the sections approach sections was placed onto the TO slide, avoiding curls and folding as much as possible. A section from this tissue was also added to the pre-chilled GE slide, to prevent multiple temperature fluctuations from -80ᵒC to -20ᵒC. The three other samples for this GE slide were also equilibrated in the cryochamber. Sections from each sample were added to pre-chilled DNAse/RNAse free 1.5mL tubes until the sectioning face showed the sample’s maximum size based on prior images. These sections were then positioned on the slide avoiding curls and folds as much as possible, and the face of each tissue was covered with chilled OCT prior to being returned to the -80ᵒC freezer. The remaining 12 samples were handled the same way as above, with all samples and slides being returned to -80ᵒC as quickly as possible.

*RNA Extraction for Quality Check*

Additional sections were made on select representative samples/tissues for RNA integrity check with RNA integrity number (RIN). After tumor tissues were embedded in OCT, 10micro sections were collected in sterile 1.5ml centrifuge tubes and kept on dry ice and at -80C until provided to the DNA Services lab for RNA extraction. RNA was extracted from 2-3 OCT-embedded tumor tissues slices from each of 16 samples. Slices were put in a grinding tube (2305-2800SS, SPEX SamplePrep, NJ) and kept on dry ice before processing. RNA extraction was performed with the RNeasy Plus Micro Kit (Qiagen, MD). Briefly, 600ul of RTL buffer containing 40mM DTT (Bioworld, OH) was added to the grinding tube and vortexed for 30s, followed by bead-beating at speed 1500rpm for 10s on the 2010/GenoGrinder (SPEX SamplePrep, NJ). All lysate from each sample was transferred to gDNA Eliminator spin columns, centrifuged for 30s at 8,000xg. The flow-through was transferred into a new tube and an equal volume of 70% ethanol was added to the lysate and mixed by pipetting. All lysate was again transferred into an RNeasy MiniElute spin column and placed into a 2ml collection tube, centrifuged 15s at 8,000xg, and the flow through discarded. The column was washed consecutively with RW1, RPE, and 80% ethanol. A final centrifuge step for an additional 5 minutes into a new collection tube with the lid open, to remove all final ethanol, was performed and then purified RNA was eluted in 7ul nuclease-free water. The RNA was quantitated with Qubit high-sensitivity RNA reagent (Thermofisher, CA) and the integrity was evaluated in a Fragment Analyzer and Bioanalzyer (Agilent, CA).

*10x Visium Tissue Optimization and cDNA extraction*

For the TO slide, a permeabilization time of 18 minutes (after consultation with 10x Genomics technical support) was selected after following and processing 10X Genomics Visium Tissue Optimization User Guide. This processing includes staining and imaging for H and E using a Axiocam 712 color camera (Carl Zeiss, Oberkochen, Germany) followed by fluorescence imaging at the TRITC channel under a Hamamatsu Fusion HT black and while camera (Hamamatsu Photonics, Japan), in a LSM 980 Airyscan 2 super resolution microscope (Carl Zeiss, Oberkochen, Germany) housed in CMtO. The first two GE slides were processed for cDNA extraction on one day and the final two GE slides processed the following day. The GE slides were processed following the 10X Genomics Visium Gene Expression Reagent Kits protocol, Revision F with appropriate materials and associated tools. High resolution H and E images were obtained using the Axiocam 712 color cameral associated with the LSM 980 Airyscan 2 super resolution microscope (Carl Zeiss, Oberkochen, Germany) prior to permeabilization. The collected cDNA from each section is delivered to DNA services facility (Carver Biotech Center) located in the same building as soon as after completion of extraction.

*Final construction and sequencing of 10x Visium libraries*

Spatially-barcoded cDNAs were immediately brought to the DNA Services Core for amplification, strictly following the 10x Genomics Fresh FrozenVisium Spatial Gene Expression protocol. The amplified cDNAs were enzymatically fragmented and converted into sequencing-ready, dual-indexed libraries through standard end-repair, A-tailing, adaptor ligation, and PCR. The final libraries were quantitated on Qubit and the average size determined on the AATI Fragment Analyzer (Advanced Analytics, Ames, IA). The libraries were pooled by calculated capture spot coverage via Loupe Browser and the pool diluted to 5nM concentration, then further quantitated by qPCR on a Bio-Rad CFX Connect Real-Time System (Bio-Rad Laboratories, Inc. CA).  The final pool was sequenced on an Illumina NovaSeq 6000 to a length of 28nt (read 1, contains the spot barcode and unique molecular identifier used for removing PCR duplicates), 10nt for each index (libraries contain unique dual indexes to prevent index switching) and 150nt for read 2 (the cDNA read) to a minimum depth of at least 100,000 cDNA reads per spot.   Fastq.gz files were generated and demultiplexed with SpaceRanger 1.3.0.

# Supplementary material for: The Effect of Exposure to Neighborhood Violence on Glucocorticoid Receptor Signaling in Lung Tumors
**Source:** Cancer Res Commun. 2024 Jul 3;4(7):1643–54. doi: 10.1158/2767-9764.CRC-24-0032
**Supplement:** Supplementary Figure S1 — Heatmap and pathway analysis of genes correlated with neighborhood factors.

A

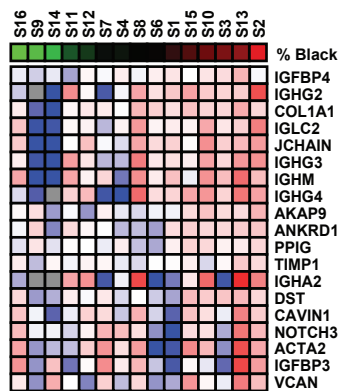

Ghrelin: Regulation of Food Intake and Energy Homeostasis

Angiotensin II receptor type 1 pathway

IL-18 signaling pathway

Fold Enrichment

B

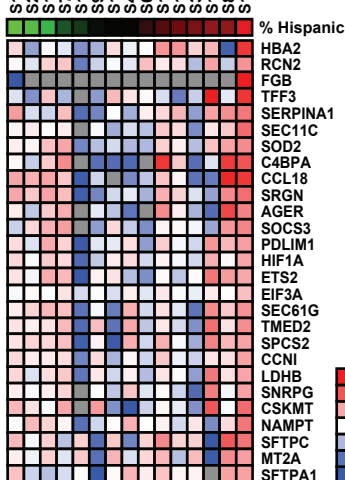

positive regulation of heterotypic cell-cell adhesion

negative regulation of growth

lactate metabolic process

oxygen homeostasis

Fold Enrichment

C

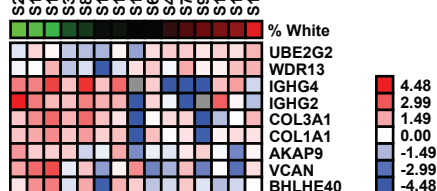

Urotensin-II-mediated signaling pathway

Inflammatory response pathway

miR-509-3p alteration of YAP1/ECM axis

Fold Enrichment

D

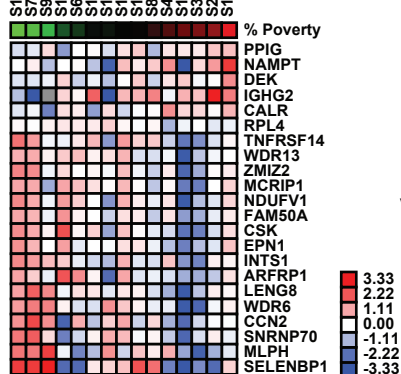

VEGFA-VEGFR2 signaling

Fold Enrichment

E

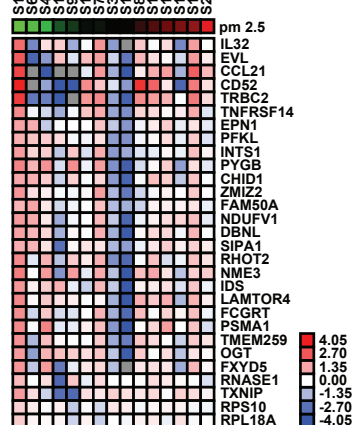

Supplementary Figure S1

# Supplementary material for: The Effect of Exposure to Neighborhood Violence on Glucocorticoid Receptor Signaling in Lung Tumors
**Source:** Cancer Res Commun. 2024 Jul 3;4(7):1643–54. doi: 10.1158/2767-9764.CRC-24-0032
**Supplement:** Supplementary Figure S2 — GR recruitment to chromatin in key genes correlated with neighborhood violence.

**AKR1C1**

A549  
(Gertz et al.,  
2013)

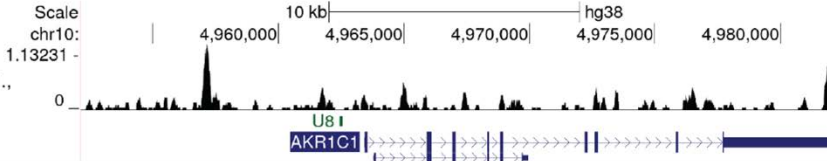**AKR1C2**

A549  
(Gertz et al.,  
2013)

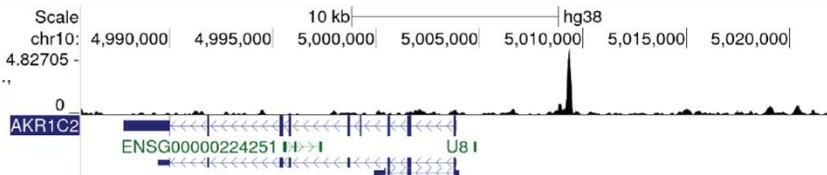**NR4A1**

A549  
(Gertz et al.,  
2013)

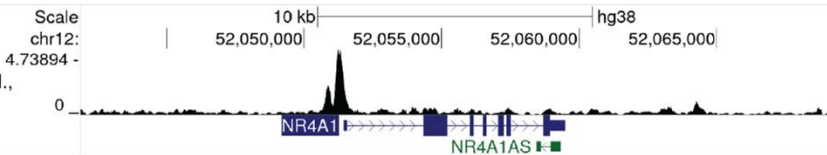**FOS**

A549  
(Gertz et al.,  
2013)

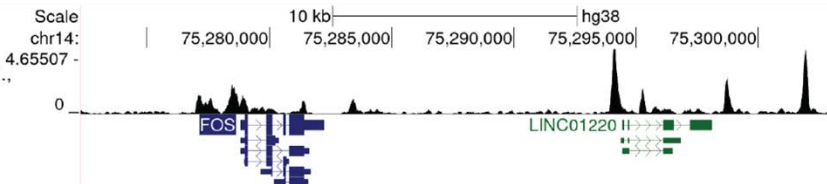**FOSB**

A549  
(Gertz et al.,  
2013)

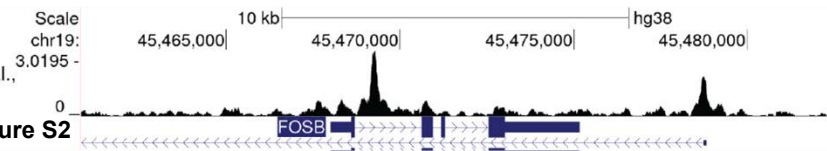**Supplementary Figure S2**

# Supplementary material for: The Effect of Exposure to Neighborhood Violence on Glucocorticoid Receptor Signaling in Lung Tumors
**Source:** Cancer Res Commun. 2024 Jul 3;4(7):1643–54. doi: 10.1158/2767-9764.CRC-24-0032

**A**

**GR Binding Enrichment:  
Tumor Samples by Violence Grouping**

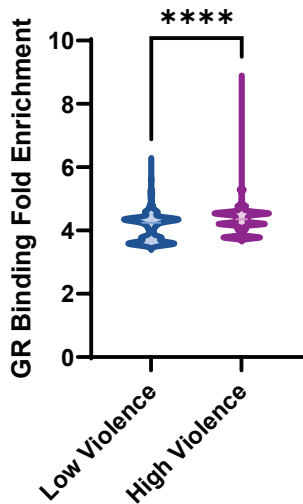**B**

**Supplementary Figure S3**

**GR Binding Enrichment:  
Normal Samples by Violence Grouping**

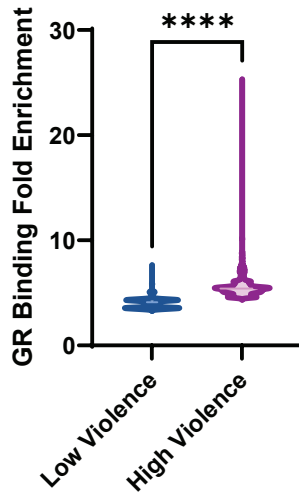

**Supplement:** Supplementary Figure S3 — Magnitude of GR binding enrichment in tumor and normal tissue samples from patients in low compared to high-violence neighborhoods.

# Supplementary material for: The Effect of Exposure to Neighborhood Violence on Glucocorticoid Receptor Signaling in Lung Tumors
**Source:** Cancer Res Commun. 2024 Jul 3;4(7):1643–54. doi: 10.1158/2767-9764.CRC-24-0032
**Supplement:** Supplementary Data — Supplementary Figure Legends

**Supplementary figure legends.**

**Supplementary Figure 1.** Heatmap and pathway analysis of genes correlated with neighborhood factors. Average gene expressions per sample were extracted from spatial transcriptomics data and correlated with violent crime per 1,000 (p<0.05). Housekeeping genes were removed and data were log transformed and hierarchically clustered prior to visualization. Genes were extracted from the heatmap, and functional annotation of genes was performed in DAVID using Biocarta, Kegg, and Wikipathways analysis (p<0.05).

1A. Heatmap and pathway analysis of genes correlated with % Black residents.

1B. Heatmap and pathway analysis of genes correlated with % Hispanic residents.

1C. Heatmap and pathway analysis of genes correlated with % White residents.

1D. Heatmap and pathway analysis of genes correlated with % neighborhood poverty.

1E. Heatmap of genes correlated with % of particulate matter 2.5.

Abbreviations. pm (particular matter)

**Supplementary Figure 2.** GR recruitment to chromatin in key genes correlated with neighborhood violence. Peaks from GR ChIP-seq performed in dexamethasone-treated A549 lung cancer cell lines from Gertz et al.(1) were visualized in the UCSC Genome Browser in AKR1C1, AKR1C2, NR4A1, FOS, and FOSB genes.

**Supplementary Figure 3.** Magnitude of GR binding enrichment in tumor and normal tissue samples from patients in low compared to high-violence neighborhoods.

3A. Magnitude of GR binding enrichment in tumor samples from patients in low compared to high-violence neighborhoods. For each sample, tumor bed files were generated via filtering out binding sites observed in normal tissue samples. The top 10% of enriched binding sites for each high violence tumor sample and each low violence tumor sample were plotted and compared using the Kolmogorov-Smirnov test.

3B. Magnitude of GR binding enrichment in normal tissue samples from patients in low compared to high-violence neighborhoods. For each sample, normal bed files were generated via filtering out binding sites observed in tumor samples. The top 10% of enriched binding sites for each high violence normal tissue sample and each low violence normal tissue sample were plotted and compared using the Kolmogorov-Smirnov test.

**Supplementary Figure 4.** Comparison of magnitude of GR binding sites in tumor vs. normal samples in high violence vs. low violence samples.

4A. Comparison of magnitude of GR binding sites from low violence tumor samples in tumor vs. normal samples in high violence vs. low violence samples. BAM files for individual samples were merged by exposure to violence grouping. A merged bed file of low violence tumor sample binding sites was generated. Merged sBAM files were generated using merged BAM files and the merged bed file. Heatmaps were generated using Deeptools.

4B. Comparison of magnitude of GR binding sites from high violence normal samples in tumor vs. normal samples in high violence vs. low violence samples. BAM files for individual samples were merged by exposure to violence grouping. A merged bed file of high violence normal tissue sample binding sites was generated. Merged sBAM files were generated using merged BAM files and the merged bed file. Heatmaps were generated using Deeptools.

4C. Comparison of magnitude of GR binding sites from low violence normal samples in tumor vs. normal samples in high violence vs. low violence samples. BAM files for individual samples were merged by exposure to violence grouping. A merged bed file of low violence normal sample binding sites was generated. Merged sBAM files were generated using merged BAM files and the merged bed file. Heatmaps were generated using Deeptools.

**Supplementary Figure 5.** GR recruitment to chromatin in key genes within statistically significant pathway from Figure 3E. Peaks from GR ChIP-seq performed in dexamethasone-treated A549 lung cancer cell lines from Gertz et al.(1) were visualized in the UCSC Genome Browser in TGFBR2 (from TGF beta signaling pathway), TFPI (from complement and coagulation cascades pathway), KLF6 (from TGF beta signaling pathway), FOS (from TGF beta signaling pathway), and NCL (from VEGFA VEGFR2 signaling pathway) genes.

**References**

1. Gertz J, Savic D, Varley KE, Partridge EC, Safi A, Jain P, Cooper GM, Reddy TE, Crawford GE, Myers RM. Distinct properties of cell-type-specific and shared transcription factor binding sites. *Mol Cell*. 2013;52(1):25-36.

# Supplementary material for: The Effect of Exposure to Neighborhood Violence on Glucocorticoid Receptor Signaling in Lung Tumors
**Source:** Cancer Res Commun. 2024 Jul 3;4(7):1643–54. doi: 10.1158/2767-9764.CRC-24-0032
**Supplement:** Supplementary Table S1 — Genes correlated with exposure to neighborhood violence.

**Supplementary Table 1.** Genes correlated with exposure to neighborhood violence.

| Gene     | Correlation coefficient | p-value |
|----------|-------------------------|---------|
| RPL18A   | -0.80263                | 0.00032 |
| F3       | 0.76745                 | 0.00084 |
| NR4A1    | 0.73667                 | 0.00173 |
| EGR1     | 0.7135                  | 0.00282 |
| RPL10A   | -0.679                  | 0.00538 |
| GOLGA4   | 0.67129                 | 0.00614 |
| RPS10    | -0.66292                | 0.00707 |
| RPL13    | -0.64896                | 0.00886 |
| FAU      | -0.64431                | 0.00952 |
| ZFP36    | 0.63165                 | 0.01154 |
| RPS15A   | -0.62188                | 0.01332 |
| MGST1    | 0.61437                 | 0.01482 |
| COPA     | 0.61388                 | 0.01492 |
| TCIM     | 0.61381                 | 0.01493 |
| RHOA     | 0.61212                 | 0.01529 |
| HMGN3    | 0.61182                 | 0.01536 |
| AIDA     | 0.61087                 | 0.01556 |
| HOOK3    | 0.60177                 | 0.01762 |
| AKR1C2   | 0.60173                 | 0.01763 |
| AKR1C1   | 0.59989                 | 0.01808 |
| EEF1D    | -0.5993                 | 0.01822 |
| TNFRSF1A | 0.59028                 | 0.02053 |
| RPL35    | -0.58725                | 0.02135 |
| FOLR1    | 0.58635                 | 0.0216  |
| GLS      | 0.58601                 | 0.02169 |
| KRT7     | 0.58042                 | 0.0233  |
| KRTCAP2  | 0.58039                 | 0.02331 |
| MAPKAPK2 | 0.57974                 | 0.0235  |
| RPS25    | -0.57923                | 0.02365 |
| LAMP1    | 0.57904                 | 0.02371 |
| RAB5B    | 0.57686                 | 0.02436 |
| CERS2    | 0.57006                 | 0.02651 |
| JTB      | 0.56711                 | 0.02748 |
| TKT      | 0.56656                 | 0.02766 |
| RPN2     | 0.56539                 | 0.02806 |
| KTN1     | 0.56467                 | 0.0283  |
| VAPA     | 0.56004                 | 0.02992 |
| RPS13    | -0.55991                | 0.02996 |
| ATP1B1   | 0.55889                 | 0.03033 |

|                |          |         |
|----------------|----------|---------|
| <b>RNF145</b>  | 0.55877  | 0.03037 |
| <b>FASN</b>    | 0.55813  | 0.0306  |
| <b>LMNA</b>    | 0.557    | 0.03101 |
| <b>RPS15</b>   | -0.55555 | 0.03155 |
| <b>TOB1</b>    | 0.55405  | 0.03211 |
| <b>ADIPOR1</b> | 0.55274  | 0.0326  |
| <b>MANF</b>    | 0.5499   | 0.03369 |
| <b>ASAH1</b>   | 0.54976  | 0.03375 |
| <b>MCL1</b>    | 0.54513  | 0.03559 |
| <b>XRCC6</b>   | 0.54491  | 0.03568 |
| <b>FOS</b>     | 0.54489  | 0.03569 |
| <b>NENF</b>    | 0.54241  | 0.03671 |
| <b>ALCAM</b>   | 0.54225  | 0.03677 |
| <b>CXCL16</b>  | 0.54061  | 0.03746 |
| <b>CBR1</b>    | 0.5361   | 0.0394  |
| <b>FOSB</b>    | 0.53549  | 0.03967 |
| <b>RASD1</b>   | 0.53397  | 0.04034 |
| <b>MSLN</b>    | 0.5338   | 0.04041 |
| <b>PTMA</b>    | -0.53196 | 0.04124 |
| <b>RPS5</b>    | -0.53074 | 0.0418  |
| <b>ADAM15</b>  | 0.52911  | 0.04255 |
| <b>SCNN1A</b>  | 0.52848  | 0.04284 |
| <b>TSR3</b>    | -0.52515 | 0.04441 |
| <b>TM9SF2</b>  | 0.52512  | 0.04443 |
| <b>SUMF2</b>   | 0.52371  | 0.04511 |
| <b>ALDH3A2</b> | 0.52156  | 0.04615 |
| <b>PGD</b>     | 0.51902  | 0.04742 |
| <b>ERBB3</b>   | 0.51842  | 0.04772 |
| <b>PBXIP1</b>  | 0.51715  | 0.04836 |
| <b>PTP4A2</b>  | 0.51532  | 0.0493  |
| <b>ANXA5</b>   | 0.5152   | 0.04936 |

# Supplementary material for: The Effect of Exposure to Neighborhood Violence on Glucocorticoid Receptor Signaling in Lung Tumors
**Source:** Cancer Res Commun. 2024 Jul 3;4(7):1643–54. doi: 10.1158/2767-9764.CRC-24-0032
**Supplement:** Supplementary Table S2 — Total binding site number in tumor and normal tissue samples.

**Supplementary Table 2.** Total binding site number in tumor and normal tissue samples.

| <b>Sample Number</b> | <b>Number of Binding Sites: Tumor binding sites with input binding sites filtered out</b> | <b>Number of Binding Sites: Normal Tissue binding sites with input binding sites filtered out</b> | <b>Number of Binding Sites: Tumor binding sites with normal tissue binding sites filtered out</b> | <b>Number of Binding Sites: Normal Tissue binding sites with tumor binding sites filtered out</b> |
|----------------------|-------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------|
| <b>1</b>             | 5416                                                                                      | 6036                                                                                              | 4387                                                                                              | 6520                                                                                              |
| <b>2</b>             | 2798                                                                                      | 19694                                                                                             | 109                                                                                               | 20304                                                                                             |
| <b>3</b>             | 8576                                                                                      | 2017                                                                                              | 7829                                                                                              | 2644                                                                                              |
| <b>4</b>             | 1915                                                                                      | 1725                                                                                              | 1781                                                                                              | 191                                                                                               |
| <b>6</b>             | 15347                                                                                     | 17167                                                                                             | 14109                                                                                             | 10                                                                                                |
| <b>7</b>             | 1411                                                                                      | 1313                                                                                              | 1368                                                                                              | 19641                                                                                             |
| <b>8</b>             | 1094                                                                                      | 2773                                                                                              | 1232                                                                                              | 1242                                                                                              |
| <b>9</b>             | 2220                                                                                      | 7874                                                                                              | 124                                                                                               | 102                                                                                               |
| <b>11</b>            | 1546                                                                                      | 5861                                                                                              | 1589                                                                                              | 8007                                                                                              |
| <b>12</b>            | 76763                                                                                     | 7437                                                                                              | 76763                                                                                             | 5                                                                                                 |
| <b>13</b>            | 907                                                                                       | 4601                                                                                              | 965                                                                                               | 7030                                                                                              |
| <b>14</b>            | 3884                                                                                      | 4484                                                                                              | 3130                                                                                              | 3249                                                                                              |
| <b>15</b>            | 4035                                                                                      | 949                                                                                               | 6405                                                                                              | 998                                                                                               |
| <b>16</b>            | 2376                                                                                      | 5592                                                                                              | 1943                                                                                              | 6941                                                                                              |

# Supplementary material for: The Effect of Exposure to Neighborhood Violence on Glucocorticoid Receptor Signaling in Lung Tumors
**Source:** Cancer Res Commun. 2024 Jul 3;4(7):1643–54. doi: 10.1158/2767-9764.CRC-24-0032
**Supplement:** Supplementary Table S3 — Pathway analysis results of cluster 6 genes from Figure 4A.

**Supplementary Table 3.** Pathway analysis results of cluster 6 genes from Figure 4A.

| Category     | Term                                                       | P-Value | Fold Enrichment | Bonferroni | Benjamini | FDR      |
|--------------|------------------------------------------------------------|---------|-----------------|------------|-----------|----------|
| WIKIPATHWAYS | WP4659~Gastrin signaling pathway                           | 0.02    | 11.93959        | 0.954296   | 1         | 1        |
| WIKIPATHWAYS | WP4928~MAPK pathway in congenital thyroid cancer           | 0.03    | 57.21053        | 0.987474   | 1         | 1        |
| WIKIPATHWAYS | WP481~Insulin signaling                                    | 0.04    | 8.581579        | 0.996738   | 1         | 1        |
| WIKIPATHWAYS | WP437~EGF/EGFR signaling pathway                           | 0.04    | 8.475634        | 0.997145   | 1         | 1        |
| WIKIPATHWAYS | WP3888~VEGFA-VEGFR2 signaling                              | 0.06    | 4.237817        | 0.99957    | 1         | 1        |
| WIKIPATHWAYS | WP3972~PDGFR-beta pathway                                  | 0.06    | 31.56443        | 0.999645   | 1         | 1        |
| BIOCARTA     | h_il3Pathway:IL 3 signaling pathway                        | 0.06    | 27.05           | 0.981167   | 0.626684  | 0.626684 |
| WIKIPATHWAYS | WP5269~Genetic causes of porto-sinusoidal vascular disease | 0.07    | 24.73969        | 0.999961   | 1         | 1        |
| BIOCARTA     | h_epoPathway:EPO Signaling Pathway                         | 0.08    | 21.35526        | 0.993511   | 0.626684  | 0.626684 |
| WIKIPATHWAYS | WP2526~PDGF pathway                                        | 0.08    | 22.88421        | 0.999983   | 1         | 1        |
| WIKIPATHWAYS | WP127~IL-5 signaling pathway                               | 0.08    | 22.88421        | 0.999983   | 1         | 1        |
| BIOCARTA     | h_ngfPathway:Nerve growth factor pathway (NGF)             | 0.08    | 20.2875         | 0.99503    | 0.626684  | 0.626684 |
| WIKIPATHWAYS | WP49~IL-2 signaling pathway                                | 0.08    | 21.79449        | 0.99999    | 1         | 1        |
| BIOCARTA     | h_il6Pathway:IL 6 signaling pathway                        | 0.09    | 19.32143        | 0.996195   | 0.626684  | 0.626684 |
| BIOCARTA     | h_insulinPathway:Insulin Signaling Pathway                 | 0.09    | 19.32143        | 0.996195   | 0.626684  | 0.626684 |
| BIOCARTA     | h_igf1Pathway:IGF-1 Signaling Pathway                      | 0.09    | 19.32143        | 0.996195   | 0.626684  | 0.626684 |
| BIOCARTA     | h_il2Pathway:IL 2 signaling pathway                        | 0.09    | 18.44318        | 0.997087   | 0.626684  | 0.626684 |
| WIKIPATHWAYS | WP286~IL-3 signaling pathway                               | 0.10    | 18.30737        | 0.999999   | 1         | 1        |
| BIOCARTA     | h_tpoPathway:TPO Signaling Pathway                         | 0.10    | 16.90625        | 0.998293   | 0.626684  | 0.626684 |

|          |                                                                                                |      |          |          |          |          |
|----------|------------------------------------------------------------------------------------------------|------|----------|----------|----------|----------|
| BIOCARTA | h_ecmPathway:Erk and PI-3 Kinase<br>Are Necessary for Collagen Binding<br>in Corneal Epithelia | 0.10 | 16.90625 | 0.998293 | 0.626684 | 0.626684 |
|----------|------------------------------------------------------------------------------------------------|------|----------|----------|----------|----------|

Genes were annotated using GREAT analysis and pathway analysis was performed in DAVID using Biocarta, Kegg, and Wikipathways analysis.

# Supplementary material for: The Effect of Exposure to Neighborhood Violence on Glucocorticoid Receptor Signaling in Lung Tumors
**Source:** Cancer Res Commun. 2024 Jul 3;4(7):1643–54. doi: 10.1158/2767-9764.CRC-24-0032
**Supplement:** Supplementary Table S4 — Pathway analysis results of cluster 7 genes from Figure 4A.

**Supplementary Table 4.** Pathway analysis results of cluster 7 genes from Figure 4A.

| Category            | Term                                                                     | P-Value | Fold Enrichment | Bonferroni | Benjamini | FDR      |
|---------------------|--------------------------------------------------------------------------|---------|-----------------|------------|-----------|----------|
| <b>WIKIPATHWAYS</b> | WP4493~Cells and molecules involved in local acute inflammatory response | 0.09    | 21.76721        | 1          | 1         | 1        |
| WIKIPATHWAYS        | WP3670~Interactions between LOXL4 and oxidative stress pathway           | 0.09    | 20.55792        | 1          | 1         | 1        |
| WIKIPATHWAYS        | WP5300~TROP2 regulatory signaling                                        | 0.03    | 11.32783        | 0.994564   | 1         | 1        |
| WIKIPATHWAYS        | WP560~TGF-beta receptor signaling                                        | 0.03    | 10.09207        | 0.998461   | 1         | 1        |
| WIKIPATHWAYS        | WP558~Complement and coagulation cascades                                | 0.04    | 9.570066        | 0.999216   | 1         | 1        |
| WIKIPATHWAYS        | WP4816~TGF-beta receptor signaling in skeletal dysplasias                | 0.04    | 9.407862        | 0.999378   | 1         | 1        |
| KEGG_PATHWAY        | hsa04610:Complement and coagulation cascades                             | 0.06    | 7.305162        | 0.99989    | 1         | 1        |
| KEGG_PATHWAY        | hsa04512:ECM-receptor interaction                                        | 0.06    | 7.05892         | 0.999939   | 1         | 1        |
| WIKIPATHWAYS        | WP5322~CKAP4 signaling pathway map                                       | 0.02    | 6.380044        | 0.987511   | 1         | 1        |
| KEGG_PATHWAY        | hsa04933:AGE-RAGE signaling pathway in diabetic complications            | 0.08    | 6.282439        | 0.999994   | 1         | 1        |
| KEGG_PATHWAY        | hsa04659:Th17 cell differentiation                                       | 0.09    | 5.817073        | 0.999999   | 1         | 1        |
| WIKIPATHWAYS        | WP3888~VEGFA-VEGFR2 signaling                                            | 0.00    | 4.2829          | 0.065381   | 0.067965  | 0.067965 |
| KEGG_PATHWAY        | hsa05415:Diabetic cardiomyopathy                                         | 0.07    | 4.126397        | 0.999965   | 1         | 1        |
| KEGG_PATHWAY        | hsa05020:Prion disease                                                   | 0.04    | 3.849534        | 0.995839   | 1         | 1        |
| KEGG_PATHWAY        | hsa04714:Thermogenesis                                                   | 0.09    | 3.610597        | 0.999999   | 1         | 1        |
| KEGG_PATHWAY        | hsa05165:Human papillomavirus infection                                  | 0.07    | 3.163363        | 0.999959   | 1         | 1        |
| KEGG_PATHWAY        | hsa04151:PI3K-Akt signaling pathway                                      | 0.08    | 2.916638        | 0.999997   | 1         | 1        |

|              |                                        |      |          |          |   |   |
|--------------|----------------------------------------|------|----------|----------|---|---|
| KEGG_PATHWAY | hsa05014:Amyotrophic lateral sclerosis | 0.09 | 2.876575 | 0.999999 | 1 | 1 |
| KEGG_PATHWAY | hsa05200:Pathways in cancer            | 0.03 | 2.760645 | 0.994284 | 1 | 1 |

Genes were annotated using GREAT analysis and pathway analysis was performed in DAVID using Biocarta, Kegg, and Wikipathways analysis.

# Supplementary material for: The Effect of Exposure to Neighborhood Violence on Glucocorticoid Receptor Signaling in Lung Tumors
**Source:** Cancer Res Commun. 2024 Jul 3;4(7):1643–54. doi: 10.1158/2767-9764.CRC-24-0032
**Supplement:** Supplementary Table S5 — Pathway analysis results of cluster 7 genes from Supplementary Figure 4A.

**Supplementary Table 5.** Pathway analysis results of cluster 7 genes from Supplementary Figure 4A.

| Category     | Term                                                              | P-Value | Fold Enrichment | Bonferroni | Benjamini | FDR      |
|--------------|-------------------------------------------------------------------|---------|-----------------|------------|-----------|----------|
| WIKIPATHWAYS | WP2431~Spinal cord injury                                         | 0.004   | 5.600086        | 0.652148   | 0.543767  | 0.543767 |
| WIKIPATHWAYS | WP3888~VEGFA-VEGFR2 signaling                                     | 0.004   | 2.875661        | 0.662314   | 0.543767  | 0.543767 |
| WIKIPATHWAYS | WP3969~H19 action Rb-E2F1 signaling and CDK-Beta-catenin activity | 0.007   | 22.58701        | 0.854306   | 0.557337  | 0.557337 |
| KEGG_PATHWAY | hsa04670:Leukocyte transendothelial migration                     | 0.011   | 5.656126        | 0.868961   | 1         | 1        |
| WIKIPATHWAYS | WP5144~NRP1-triggered signaling pathways in pancreatic cancer     | 0.012   | 8.36556         | 0.951956   | 0.557337  | 0.557337 |
| WIKIPATHWAYS | WP2064~Neural crest differentiation                               | 0.012   | 5.590845        | 0.952605   | 0.557337  | 0.557337 |
| WIKIPATHWAYS | WP3646~Hepatitis C and hepatocellular carcinoma                   | 0.013   | 8.06679         | 0.96501    | 0.557337  | 0.557337 |
| KEGG_PATHWAY | hsa05220:Chronic myeloid leukemia                                 | 0.020   | 6.84689         | 0.973607   | 1         | 1        |
| WIKIPATHWAYS | WP4905~1q21.1 copy number variation syndrome                      | 0.026   | 11.68294        | 0.999042   | 0.983651  | 0.983651 |
| WIKIPATHWAYS | WP5094~Orexin receptor pathway                                    | 0.031   | 3.371196        | 0.999724   | 1         | 1        |
| KEGG_PATHWAY | hsa04514:Cell adhesion molecules                                  | 0.031   | 4.116801        | 0.997094   | 1         | 1        |
| KEGG_PATHWAY | hsa04520:Adherens junction                                        | 0.033   | 5.595308        | 0.997916   | 1         | 1        |
| KEGG_PATHWAY | hsa04141:Protein processing in endoplasmic reticulum              | 0.039   | 3.826203        | 0.999373   | 1         | 1        |
| WIKIPATHWAYS | WP4844~Influence of laminopathies on Wnt signaling                | 0.041   | 9.156897        | 0.999983   | 1         | 1        |
| WIKIPATHWAYS | WP3614~Photodynamic therapy-induced HIF-1 survival signaling      | 0.043   | 8.915926        | 0.99999    | 1         | 1        |
| WIKIPATHWAYS | WP138~Androgen receptor signaling pathway                         | 0.045   | 4.964179        | 0.999994   | 1         | 1        |
| KEGG_PATHWAY | hsa04659:Th17 cell differentiation                                | 0.048   | 4.818182        | 0.999882   | 1         | 1        |
| WIKIPATHWAYS | WP399~Wnt signaling pathway and pluripotency                      | 0.060   | 4.428826        | 1          | 1         | 1        |

|              |                                                                                                    |       |          |          |   |   |
|--------------|----------------------------------------------------------------------------------------------------|-------|----------|----------|---|---|
| BIOCARTA     | H_gsk3Pathway:Inactivation of Gsk3 by AKT causes accumulation of b-catenin in Alveolar Macrophages | 0.063 | 6.935897 | 0.980127 | 1 | 1 |
| WIKIPATHWAYS | WP1591~Heart development                                                                           | 0.063 | 7.208621 | 1        | 1 | 1 |
| KEGG_PATHWAY | hsa04919:Thyroid hormone signaling pathway                                                         | 0.064 | 4.300526 | 0.999994 | 1 | 1 |
| WIKIPATHWAYS | WP5300~TROP2 regulatory signaling                                                                  | 0.068 | 6.914392 | 1        | 1 | 1 |
| KEGG_PATHWAY | hsa05205:Proteoglycans in cancer                                                                   | 0.069 | 3.172949 | 0.999998 | 1 | 1 |
| WIKIPATHWAYS | WP363~Wnt signaling pathway                                                                        | 0.073 | 6.643239 | 1        | 1 | 1 |
| WIKIPATHWAYS | WP2272~Pathogenic Escherichia coli infection                                                       | 0.083 | 6.160094 | 1        | 1 | 1 |
| KEGG_PATHWAY | hsa05166:Human T-cell leukemia virus 1 infection                                                   | 0.087 | 2.929975 | 1        | 1 | 1 |
| WIKIPATHWAYS | WP4816~TGF-beta receptor signaling in skeletal dysplasias                                          | 0.094 | 5.742461 | 1        | 1 | 1 |
| WIKIPATHWAYS | WP411~mRNA processing                                                                              | 0.098 | 3.58524  | 1        | 1 | 1 |

Genes were annotated using GREAT analysis and pathway analysis was performed in DAVID using Biocarta, Kegg, and Wikipathways analysis.

# Supplementary material for: The Effect of Exposure to Neighborhood Violence on Glucocorticoid Receptor Signaling in Lung Tumors
**Source:** Cancer Res Commun. 2024 Jul 3;4(7):1643–54. doi: 10.1158/2767-9764.CRC-24-0032
**Supplement:** Supplementary Table S6 — Pathway analysis results of cluster 6 genes from Supplementary Figure 4B.

**Supplementary Table 6.** Pathway analysis results of cluster 6 genes from Supplementary Figure 4B.

Genes were annotated using GREAT analysis and pathway analysis was performed in DAVID using Biocarta, Kegg, and Wikipathways analysis.

# Supplementary material for: The Effect of Exposure to Neighborhood Violence on Glucocorticoid Receptor Signaling in Lung Tumors
**Source:** Cancer Res Commun. 2024 Jul 3;4(7):1643–54. doi: 10.1158/2767-9764.CRC-24-0032
**Supplement:** Supplementary Table S7 — Pathway analysis results of cluster 6 genes from Supplementary Figure 4C.

**Supplementary Table 7.** Pathway analysis results of cluster 6 genes from Supplementary Figure 4C.

Genes were annotated using GREAT analysis and pathway analysis was performed in DAVID using Biocarta, Kegg, and Wikipathways analysis.

How the deposited data were processed for this re-analysis (not part of the article)

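GR binding was measured by CUT&RUN in lung tumors and adjacent healthy lung tissue of 14 patients, grouped by the violent crime of their neighborhoods as high (5), mid (4) or low (5) exposure. The data were 55 lists of binding sites, 27 relative to input (13 tumor, 14 healthy tissue) and 28 relative to the paired tissue of the same patient. The tumor list relative to input of 1 low-exposure patient was not analysed here.

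The authors prepared reads with bcl2fastq 2.20, aligned them with Bowtie2 2.4.5 to GRCh38 (hg38) and handled them with SAMtools 1.17. They called narrow peaks with MACS2 2.2.5 at an FDR of 0.001, in each sample separately. How the paper's replicate for 1 tumor entered that tumor's list is not stated. The deposited lists give each site as the 1 bp position of its summit. In 31 lists the authors' deposited score stands beside it, read here as the -log10 of the peak's q-value. Every score lies above 3 and the layout is that of MACS2's summits, but a -log10 p-value is not excluded. The other 24 lists hold positions only. The planned design assumed fold enrichment. The tests kept their planned form and used the -log10 value in its place, which ranks sites within a list but depends on depth, so that differences in score between lists are not differences in enrichment. Reads per library, and with them depth, are unknown, and no counting interval could be given.

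Sites were extended by 100 bp on either side and joined across lists where summits lay at most 200 bp apart. Positions were classed by GENCODE 44 as exon, intron, upstream or downstream (within 3 kb of a gene) or distal intergenic. A site counted as multi-copy where its central 31 bp occurred elsewhere in the genome. Expected sharing came from 20 shufflings of the sites, and expected classes from 100000 random positions. Each gene's regulatory domain reached 5 kb upstream and 1 kb downstream of its start and was extended by up to 1 Mb to the next gene's domain. For each of 27 gene lists, observed and expected sites were compared as a log2 ratio with 0.5 added to both. Motifs were 12 consensus words, searched on both strands and compared with windows 1 kb away.

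Each patient gave 1 value. Groups were compared by two-sided exact permutation tests, pairs of tissues by exact sign-flip tests, and regions and genes by Fisher's exact test, with Benjamini-Hochberg adjustment over lists, motifs, classes, regions or genes. The design named 12 results, and their p-values are not adjusted over the 12. The comparisons, gene lists, motifs and named-gene rule were fixed before the data were examined. The rule names each gene the paper discusses for GR binding, canonical GR targets, the nearest genes of the 10 regions with the largest difference in either direction, and the genes with sites in the most tumors from each list. Tumor and healthy tissue pairs come from the labels, which give the same patient number. In the positions themselves the pairing left little trace, since a tumor shared most sites per healthy tissue site with its own patient's tissue in 1 of 13 patients. No 2 of the lists relative to input had more than 0.283% of positions in common, so none was counted as a duplicate.

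The steps were tested on simulated lists. All 40 regions planted in 3 high-exposure tumors were found, with 0 found before planting. A 3-fold rise of sites at a gene list was called in 13 of 20 simulations, and 5.37% of unchanged lists were called, each at an unadjusted p under 0.05. A shift of 0.5 in log2 top score between 5 and 8 patients was called in 49 of 50 simulations and no shift in 3 of 50. Alternatives covered each patient left out, a stricter score threshold, other tumor lists, groups, windows and joining rules, and sites in unique sequence, the last added after the data were seen. Reads merged by group and spatial transcriptomics were not analysed here. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9.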

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

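The test of multi-copy sequence below was chosen only after the result was seen, while the splits of the tumors were planned. Chance alone marks about 1.85 of the 37 groups of samples that were screened for a sample far from the rest, and 5 were marked.

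The difference in log2 top score between tumor and own healthy tissue differed between high-exposure and other patients by -0.32 (exact permutation test, p = 0.0272). Much of it rests on 2 high-exposure patients whose healthy tissue lists are rich in multi-copy sequence, at 69.4% and 52.7% of sites. Leaving out such sites gave -0.13, or 41.0% of the difference (exact permutation test, p = 0.123), so multi-copy sequence in the normals may account for the larger part. Without such sites in healthy tissue alone it was -0.15 (exact permutation test, p = 0.120), and without those in tumors alone -0.30 (exact permutation test, p = 0.0381), where 1 mid-exposure tumor fell most. Reads that align to several copies are one candidate source, and a real difference in these 2 patients' tissue, tied to exposure or not, stays open and untested.

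A site at a nuclear copy of mitochondrial DNA, MTATP6P1 on chromosome 1 from 634024 to 634054, was present in all 13 tumors, and the paper does not discuss it.

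One mid-exposure tumor had 3.38% of its sites upstream of genes, the other 3 between 2.39% and 2.43%. The healthy tissue of the same patient had 3.50%, the other 3 mid-exposure healthy tissues between 2.34% and 2.39%. The top tissue-specific site of 1 low-exposure healthy tissue gave a log2 score of 9.56 against 2.41 to 2.71 in the other 4. One high-exposure tumor had a log2 ratio of observed to expected sites at interferon and IRF genes of 1.16, where the other 4 lay between -1.43 and -0.95. One low-exposure tumor had an excess of the IRF element of 0.226 percentage points over its flanks, where the other 3 lay between 0 and 0.0261.

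Regions found in 3 or more high-exposure tumors and no low-exposure tumor numbered 3, and 63 of 100 splits of the 9 tumors gave as many, the highest of the others 8. The mirror count was 2, reached by 37 of 100 splits, the highest of the others 5. Chance cannot be excluded for either count. For gene lists past adjustment the real split gave 0, the highest of the others 0, and so all 100 splits gave as many. A count of 0 is reached by every split, so these splits say nothing on chance.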

How the results depend on the processing

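Leaving multi-copy sequence out was added after the data were seen; the other settings were planned. The cause of each change below was not tested unless stated. Settings in lists relative to paired tissue compare 5 against 5 tumors, with 1 more low-exposure tumor than the main lists. List and tumor set thus changed together. Of the 12 results only 2 had p under 0.05, and both lost it under most settings while keeping their direction. The top-score difference between high-exposure and other patients kept its p with the top 5% of sites, at -0.51 (exact permutation test, p = 0.0365), and with sites at or above the median score, at -0.44 (p = 0.0342). It was -0.25 with the top 25% of sites (exact permutation test, p = 0.0971), -0.15 with all sites (p = 0.0606), -1.10 with the same number of top sites (p = 0.0870), -0.63 with means (p = 0.0894) and -0.13 in unique sequence (p = 0.123). It ran from -0.39 to -0.24 with each patient left out, and the p rose above 0.05 in 7 of those 13 cases. The density at interferon and IRF genes was -1.36 with sites at or above the median score (exact permutation test, p = 0.0556), -0.39 in lists relative to paired tissue (p = 0.437), -0.63 against mid and low exposure together (p = 0.340), -1.01 in gene bodies with 10 kb (p = 0.143), -1.25 for sites in no healthy tissue list (p = 0.0556) and -1.25 in unique sequence (p = 0.0714). It ran from -1.73 to -1.08 with each tumor left out. The 1 tumor far from its group is the only one whose removal kept p under 0.05.

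Tumor sites turned to 0.0412 (log2) against mid and low exposure together. The difference in lists relative to paired tissue, with the added low-exposure tumor, was -3.12. With each tumor left out of the main lists it ran from -1.25 to -0.14. Upstream share turned to -0.0438 in lists relative to paired tissue and ran from -0.0947 to 0.633 with each tumor left out, negative without either of 2 tumors. Normal-specific top score ran from -1.50 to 0.29, positive only without 1 low-exposure patient with 4 matched sites. The IRF element ran from -0.0937 to -0.0182 with each tumor left out, much of it thus resting on 1 low-exposure tumor, and was -0.0147 against mid and low exposure together (exact permutation test, p = 0.793). It turned to 0.0881 and the GR element to 0.317 with looser words, and the GR element to 0.00986 in lists relative to paired tissue. High-recurrent regions numbered 0 against mid and low exposure together, 5 with 50% overlap and 1 in unique sequence, and 1 to 7 with a tumor left out. Low-recurrent regions numbered 0 at or above the median score, 9 against mid and low exposure together, 0 with the same number of sites, 0 in unique sequence, and 0 to 3 with a tumor left out. Tumor-specific top score kept its direction in 16 of 16 settings, but its size rests on few top sites. It was 0.81 with the top 5% of sites, 0.08 with the top 25%, 0.11 with all sites and 0.26 in unique sequence, and ran from 0.29 to 0.72 with each tumor left out. Tumor against own normal sites kept its direction in 16 of 16. No gene list passed adjustment in any of 15 settings. At the smallest p this would take 5 lists with 5 against 4 or 5 tumors, 10 or 16 with a tumor left out, and 1 with 5 against 8, so only the last could have called a single list.

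Without the pairing of tissues by patient (no replicate block), tumor against normal sites differed by -0.64 (permutation test, p = 0.191) and the top-score difference was -0.32 (exact permutation test, p = 0.0209), so no call changed. The motif search in the whole deposited site was not run, since a site is 1 bp, and a stricter threshold could not be set for lists without scores. Depth is unknown, so numbers of sites and scores cannot be corrected for it.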

Differences from the paper's values

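Table S2 gives the number of sites of each list. The lists hold the paper's number in 47 of 55 cases, and in 3 more when unplaced contigs are left out. For healthy tissue relative to the paired tumor, 4 differ by more than 1.5 times. One low-exposure list holds 19641 sites where the paper gives 10, and 1 high-exposure list holds 1242 where the paper gives 19641. One mid-exposure list holds 102 sites where the paper gives 1242, and 1 high-exposure list holds 8007 where the paper gives 102. The number held by each of these lists stands 1 row lower in the paper's table. None of the alternatives set before the data were examined applies to these lists.

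The paper states that 4 of 5 high-exposure patients had lower binding in their tumor (Fig. 3B). By the authors' score, which is not the fold enrichment the paper names, 3 of 5 did. In unique sequence also 3 of 5 did, but 1 patient turned to higher and 1 to lower. Of the mid- and low-exposure patients 1 of 8 had the lower score in the tumor, and 3 of 8 in unique sequence.

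The paper states that tumor-specific binding was greater in high- than in low-exposure tumors (Supplementary Fig. S3A). The mean over tumors went the same way (log2 difference 0.57, exact permutation test, p = 0.159), and the pooled medians went the other way, 5.91 in high- and 6.03 in low-exposure tumors. For healthy tissue (Supplementary Fig. S3B) the pooled medians went the paper's way, 8.39 and 5.74, and the mean over patients the other way, -1.12, which turned to 0.29 without 1 patient.

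The paper describes upstream binding in high- but not in mid- and low-exposure tumors (Fig. 3A, from merged reads). In single tumors the shares were 2.81%, 2.65% and 2.62%. It describes IRF motifs and immune genes at clusters of merged reads that were greater in high-exposure tumors, which single lists do not test. Over all sites of single tumors the IRF element was in 0.0745% in high-, 0.0129% in mid- and 0.126% in low-exposure tumors, and the log2 density at interferon and IRF genes was -0.70, -0.71 and 0.56. Housekeeping control genes differed by nearly as much, -1.21. Other values went the paper's way between high- and low-exposure tumors. These were the looser IRF core by 0.0881 percentage points, interleukin and JAK-STAT genes by 0.47, and NF-kB genes with 0.43 and 0.33. At NF-kB genes mid-exposure tumors stood higher than both groups, at 0.995. None of these differences between high- and low-exposure tumors passed adjustment.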

Other observations

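The tests of sharing at 2000 bp and by score were written after the sharing at 200 bp was known, and the tests of the GR element and of multi-copy sequence were chosen only after the result was seen.

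AKR1C3, an aldo-keto reductase of steroid and prostaglandin metabolism (hg38, chromosome 10, 5035354 to 5107686), had a GR site in its regulatory domain in 4 of 5 high-exposure tumors and in none of 4 mid- and 4 low-exposure tumors (Fisher's exact test of high against low, p = 0.0476). In 3 of the 4 a site lay in unique sequence, and the nearest was 5.31 kb from the start. Healthy tissue had one in 1 high-, 1 mid- and 3 low-exposure patients. The AKR1C3 domain starts at 5023031 and the AKR1C2 domain ends at 5030354, so a site between them counts for both genes. Among 14222 genes tested, 6 had a site in 4 or more high- and no low-exposure tumors and 26 in 4 low- and no high-exposure tumors, and none passed adjustment, which so few tumors could not give a single gene. CBR1, a carbonyl reductase, had a site in 2 low-exposure tumors and no high-exposure tumor. Over 18 genes of glucocorticoid synthesis and metabolism the log2 ratio of observed to expected sites was 0.27 ± 0.78 (SD, n = 5) in high- and -0.66 ± 0.91 (SD, n = 4) in low-exposure tumors (exact permutation test, p = 0.151). CRH signaling genes stood at 0.18 ± 0.55 and -0.52 ± 0.43 (exact permutation test, p = 0.0873). CRH itself, the hormone that starts the cortisol response, had sites in 3 high-, 2 mid- and 1 low-exposure tumors, the nearest 123 bp from its start, and NR4A2, a nuclear receptor, in 5, 2 and 4.

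Canonical GR target genes had a log2 ratio of 0.10 ± 0.35 (SD, n = 5) in high- and 0.32 ± 0.20 (SD, n = 4) in low-exposure tumors (exact permutation test, p = 0.294). KLF9 had a site in its domain in 10 of 13 tumors and SGK1 in 7. FKBP5, a sensitive marker of GR activity, had one in 0 high-, 2 mid- and 1 low-exposure tumors, and PER1 and TSC22D3 had 0. Over all 13 tumors, genes of NF-kB inflammation had the largest excess over expectation, 0.57 ± 0.60 (SD, n = 13), above 0 in 11 of 13 tumors (exact sign-flip permutation test, p = 0.00586, adjusted over the 27 lists 0.158). Among the genes of Supplementary Fig. S5, which the paper shows in a cell line, KLF6 had a site in 4 high-, 3 mid- and 4 low-exposure tumors, TFPI in 2, 2 and 3, and NCL in 0, 0 and 1. Together with FOS and TGFBR2, the 5 genes stood at -0.07 ± 0.64 in high- and 0.56 ± 0.30 in low-exposure tumors (exact permutation test, p = 0.0476, adjusted 0.589).

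Of 50715 regions, 99.2% had a site in 1 tumor, and in unique sequence 150 were shared against 111 ± 9 after shuffling. Each of the following explanations was tested. If weak sites near the calling threshold diluted shared ones, the strongest should be shared more often, and the top 10% by score were shared 2.80 times as often as the rest (95% interval 2.15 to 3.63), at 2.09% against 0.747% of sites. How this verdict is read was set back to the written prediction after the value was known, and with 2.09% shared even at the top, weak sites could explain a part at most. The test used sites in unique sequence, which still includes regions that resemble mitochondrial DNA. One of them, on chromosome 17 from 22521392 to 22521400, had a site in 6 tumors at a mean score of 72.6. The ratio may rest partly on such regions, so it cannot show that weak sites dilute shared GR binding. Its interval also takes sites as independent. Shifted summits were argued against as the main source. Joining summits up to 2000 bp apart gave 1.12 times the shuffled number, where at least 2 times had been predicted. The 1001 regions shared at that distance still lay above every shuffling (892 ± 22, SD over 20 shufflings, highest 930), so shifts could explain a part at most. Patient-specific binding at full GR elements was argued against too, with 0.836 times the share of the flanks (95% interval 0.514 to 1.36). What the sites in 1 tumor reflect, background cuts or binding without the element, stays open, and differences in depth were not testable.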
